# Deficiency of Intellectual Disability-Related Gene *Brpf1* Attenuated Hippocampal Excitatory Synaptic Transmission and Impaired Spatial Learning and Memory Ability

**DOI:** 10.3389/fcell.2021.711792

**Published:** 2021-08-17

**Authors:** Weiwei Xian, Jingli Cao, Xiangshan Yuan, Guoxiang Wang, Qiuyan Jin, Hang Zhang, Guomin Zhou, Linya You

**Keywords:** intellectual disability, BRPF1, primary cultured hippocampal neurons, dendritic morphology, electrophysiology, stereotactic hippocampal injection, Morris water maze, mRNA-seq

## Abstract

Patients with monoallelic bromodomain and PHD finger-containing protein 1 (*BRPF1*) mutations showed intellectual disability. The hippocampus has essential roles in learning and memory. Our previous work indicated that *Brpf1* was specifically and strongly expressed in the hippocampus from the perinatal period to adulthood. We hypothesized that mouse *Brpf1* plays critical roles in the morphology and function of hippocampal neurons, and its deficiency leads to learning and memory deficits. To test this, we performed immunofluorescence, whole-cell patch clamp, and mRNA-Seq on shBrpf1-infected primary cultured hippocampal neurons to study the effect of *Brpf1* knockdown on neuronal morphology, electrophysiological characteristics, and gene regulation. In addition, we performed stereotactic injection into adult mouse hippocampus to knock down *Brpf1 in vivo* and examined the learning and memory ability by Morris water maze. We found that mild knockdown of *Brpf1* reduced mEPSC frequency of cultured hippocampal neurons, before any significant changes of dendritic morphology showed. We also found that *Brpf1* mild knockdown in the hippocampus showed a decreasing trend on the spatial learning and memory ability of mice. Finally, mRNA-Seq analyses showed that genes related to learning, memory, and synaptic transmission (such as *C1ql1*, *Gpr17*, *Htr1d*, *Glra1*, *Cxcl10*, and *Grin2a*) were dysregulated upon *Brpf1* knockdown. Our results showed that *Brpf1* mild knockdown attenuated hippocampal excitatory synaptic transmission and reduced spatial learning and memory ability, which helps explain the symptoms of patients with *BRPF1* mutations.

## Introduction

Intellectual disability is a prevalent neurodevelopmental disorder, affecting 1–2% of children or young adults. Over 1,396 genes have been implicated in intellectual disability (Ilyas et al., 2020). Bromodomain and PHD finger-containing protein 1 (*BRPF1*) is an important candidate gene with its monoallelic mutations resulting in intellectual disability (Mattioli et al., 2017; Yan et al., 2017; Demeulenaere et al., 2019; Pode-Shakked et al., 2019), but the exact underlying mechanism remains unclear.

BRPF1 is a chromatin regulator with multiple modules, including double PHD fingers (recognizing the N-terminal tail of histone H3) (Poplawski et al., 2014; Klein et al., 2016), a bromodomain (with acetyl-lysine-binding ability) (Lubula et al., 2014b), and a PWWP domain (forming a specific pocket for trimethylated histone H3) (Vezzoli et al., 2010). BRPF1 acts as a scaffold to promote the binding of transcription factors to the acetyltransferase MOZ/MORF and activate acetylation of histones H2A, H2B, H3, and H4 (Lubula et al., 2014a). The cumulative number of patients with *BRPF1* mutations has reached 40, and patients were often accompanied with symptoms such as epilepsy, hypotonia, developmental delay, language dysfunction, ptosis, and cerebellar and facial deformities (Mattioli et al., 2017; Yan et al., 2017, 2020; Demeulenaere et al., 2019; Pode-Shakked et al., 2019). The expression level of *BRPF1* was positively correlated with the volume of hippocampal CA2, CA3, and dentate gyrus (Zhao et al., 2019). Our previous studies indicated that mouse *Brpf1* is strongly and specifically expressed in the hippocampus during fetal, neonatal, and adult stages (You et al., 2014, 2015a). Similarly, in human, *BRPF1* is also stably expressed in the hippocampus from development to adulthood by BrainSpan Atlas, a transcriptional resource of the developing human brain (Zhao et al., 2019).

Our previous studies showed that homozygous deletion of *Brpf1* led to embryonic lethality, and one of the defects was in neural tube closure (You et al., 2014, 2015a). Forebrain-specific deletion of mouse *Brpf1* resulted in early postnatal lethality with neocortical abnormalities and partial agenesis of the hippocampus and corpus callosum (You et al., 2015b,c). Another group showed that forebrain-specific heterozygous deletion of *Brpf1* exhibited decreased the ability of learning and memory and reduced the dendritic complexity and density of spinous processes (Su et al., 2019).

The hippocampus has essential roles in learning and memory. CA1 pyramidal neurons play an important role in long-term memory and spatial-related tasks (Ferguson et al., 2004). Our previous study showed that *Brpf1* was specifically and strongly expressed in the hippocampus, especially CA1 and dentate gyrus (You et al., 2015b). We hypothesized that *Brpf1* regulates the morphology and function of hippocampal neurons, and dysfunction of *Brpf1* eventually leads to impaired learning and memory. In this study, we examined the effect of *Brpf1* knockdown on neuronal morphology, electrophysiological characteristics, and gene regulation by immunofluorescence, whole-cell patch clamp, and mRNA-Seq, respectively, using shRNA-infected primary cultured hippocampal neurons. In addition, we evaluated the impact of *Brpf1* deficiency on learning and memory ability by Morris water maze using shRNA stereotactic injection into adult mouse hippocampus. Our findings indicated that *Brpf1* mild knockdown attenuated hippocampal excitatory synaptic transmission and reduced spatial learning and memory ability, which helps explain the symptoms of patients with *BRPF1* mutations.

## Materials and Methods

### Animals

All mice used were of C57BL/6 background purchased from Jiesijie lab (Shanghai, China). Animals were maintained on a 12-h light/dark cycle. The day when vaginal plug is detected was considered to be embryonic day 0.5 (E0.5). All animal experiments were approved by the local committees of the guidelines of the laboratory animals at Fudan University (Shanghai, China).

### Hippocampal Primary Neuronal Cultures and Adeno-Associated Virus (AAV) Infection

Primary hippocampal neurons were generated from E17.5 to E18.5 mouse embryos as described previously (Beaudoin et al., 2012). Briefly, hippocampi from E17.5 to E18.5 embryos were dissected in HBSS and dissociated in 0.25% of trypsin. The dissociated cells were plated onto poly-L-lysine-coated 24-well plates with neurobasal medium supplemented with B27 supplement (17504044, Gibco, New York, NY, United States). Media were changed twice a week. To knock down *Brpf1*, cultured neurons at days *in vitro* (DIV) 3 were infected with either AAV2-scramble-green fluorescent protein (GFP) or AAV2-shBrpf1-GFP purchased from BrainVTA (Wuhan, China). 

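Brpf1 (gene ID 78783) encodes a chromatin reader that holds histone acetyltransferases in one complex. The gene lies on the forward strand of chromosome 6 of the GRCm38 assembly, from 113307137 to 113324860. The bases that the shRNA targets lie from 113318477 to 113318497, within exon 7, and all 21 are coding sequence. GENCODE release M21 annotates 10 transcripts of the gene. All 7 protein-coding transcripts carry the target, and the other 3, which retain introns, do not. Of 141767 annotated mouse transcripts searched on both strands, no other gene held the target with 0, 1 or 2 mismatches. The gene nearest to it, 4931414P19Rik, was the single one with 3 mismatches.

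**Figure D1:**
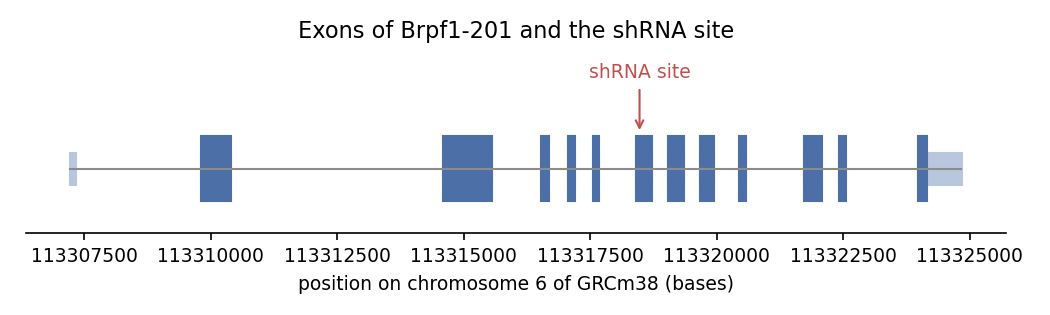
Exons of a protein-coding transcript of Brpf1 along chromosome 6 of GRCm38, in bases, with coding parts drawn taller and the arrow at the shRNA target. The target sits in exon 7 of 13, inside coding sequence.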

The sense sequence of shBrpf1 is GGCTTACCGCTACTTGAACTT. Media were replaced after 12 h. Experiments using primary cultured neurons were performed at DIV 14–15. Neurons were grown at 37∘C and with 5% CO_2_.

### Stereotactic Viral Vector Delivery

4-week-old mice were fixed on a stereotactic device and anesthetized with isoflurane inhalation during the surgery. AAV2-scramble-GFP and AAV2-shBrpf1-GFP were injected into the left and right hippocampal CA1 through a glass micropipette at a rate of 0.02 μl/min, respectively. The total volume of AAVs injected into each hemisphere was 0.2 μl. The glass microelectrode was kept in the CA1 for 5 min to allow the AAVs to spread. The stereotactic coordinates of CA1 are anterior–posterior to bregma: –1.8 mm, middle-lateral to middle line: ± 1.2 mm, dorsal-ventral to cerebral dura mater: ± 1.2 mm. The mice then underwent behavioral or molecular experiments 4 weeks after operation.

### Morris Water Maze

Mice after stereotactic operation were introduced into a circular water-filled tank 120 cm in diameter with visual cues that were present on the tank walls as spatial references. The temperature of water was maintained at 22.0°C, and white non-toxic paint was used to make the water turbid and opaque. The tank was divided into northwest (NW), northeast (NE), southwest (SW), and southeast (SE) quadrants by lines. A round platform with 10 cm of diameter was submerged 1 cm deep in the tank. On day 1, mice were put in a room for at least 30 min to be familiar with the environment before training. Each mouse was put gently into the water with the head faced to the wall of the tank during training, given 60 s to find the platform, and allowed to stay on the platform for 15 s when the mouse reached the platform. The experimenter guided it to the platform and let it stay on the platform for 15 s if the mouse could not find the platform within 60 s. Each mouse received four trials daily from four different quadrants. On day 8, the mice were subject to a single 60-s probe trial without a platform to test memory retention. EthoVision (Noldus, Wageningen, Netherlands) was used to track the mice and analyze the data.

### Immunofluorescence Staining and Analysis of Dendritic Morphology

Neurons on coverslips were fixed with 4% of paraformaldehyde for 20 min at room temperature, blocked with 5% of goat serum and 0.1% of Triton X-100 in PBS for 1 h, incubated overnight at 4°C with mouse anti-MAP2 (67015-1-ig, 1:2,000, Proteintech, Wuhan, China) and rabbit anti-GFP (Proteintech, 50430-2-AP, 1:500), and then incubated with Alexa fluorophore-labeled secondary antibodies (goat anti-rabbit 488 and goat anti-mouse 594) for 1 h at room temperature. Finally, the neurons were counterstained with DAPI (2 μg/ml) for 5 min and mounted with fluorescence mounting medium. Images were acquired using a confocal microscope (Leica SP8) and analyzed by ImageJ Fiji. Sholl analysis was applied to calculate the branches and the total length of dendrites (O’Neill et al., 2015).

### Reverse Transcription and Quantitative Real-Time PCR

Total RNA was extracted from cultured hippocampal neurons or hippocampal CA1 tissue by the TRIzol method. 500 ng of RNA of each sample was used for reverse transcription with Evo M-MLV RT Kit with gDNA Clean (Accurate Biotechnology, Hunan, China, AG11705). The resulting cDNA was used as a template for RT-qPCR using TB Green Premix Ex Taq (Takara, Shiga, Japan, rr420a). *GAPDH* was used as the internal control, and the relative expression of the gene was calculated by the 2^–ΔΔCt^ method (Livak and Schmittgen, 2001). The primer list is summarized in Supplementary Table 1.

### RNA Sequencing and Analysis

Total RNA was extracted from three pairs of primary cultured hippocampal neurons and three pairs of stereotactic injected CA1 tissues with RIN values of more than 9. The samples were subject to high-throughput mRNA sequencing through paired-end mode with the Illumina HiSeq sequencing platform. For data analysis, the preprocessing sequence was compared with the mouse genome (release-98) by STAR software after removing the linker and low-quality fragments. StringTie software was used to count the original sequence counts of known genes, and the expression of known genes was calculated using fragments per kilobase of transcript per million fragments mapped (FPKM). The DESeq2 software was applied to screen the differentially expressed genes (DEGs) between different groups [log_2_ (fold change) ≥ 1 or ≤ –1 and *p*-value < 0.05 was used]. The function of DEGs was analyzed by the David platform (Huang Da et al., 2009a,b), including gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG). The raw and processed data were deposited in the Gene Expression Omnibus database with GEO# GSE174600.

### Electrophysiology Recording and Analysis

For whole-cell patch-clamp recording, neurons were infected with a reduced titer of AAV2-scramble-GFP or AAV2-shBrpf1-GFP at DIV3 to achieve sparse labeling, and the recordings were performed at DIV15. Whole-cell recordings were conducted with a conventional patch-clamp technique with a MultiClamp 700B amplifier (Axon Instruments, Burlingame, CA, United States). Patch pipettes were pulled by a Sutter P-97 pipette puller (Sutter Instrument, Novato, CA, United States). The bath solution (pH = 7.3) contained 128 mM NaCl, 5 mM KCl, 25 mM HEPES, 1 mM MgCl_2_, 30 mM glucose, and 2 mM CaCl_2_. Recording pipettes were filled with an internal solution (pH = 7.2–7.3) containing 125 mM potassium gluconate, 10 mM KCl, 10 mM HEPES, 5 mM EGTA, 10 mM Tris–phosphocreatine, 4 mM MgATP, and 0.5 mM Na_2_GTP. All the recordings were performed at room temperature. Data acquisition and analysis were performed with pClamp 10.2 software (Axon Instruments, Burlingame, CA, United States).

### Statistics

For two-group comparisons, two-tailed and unpaired Student’s *t*-tests were performed. All statistical analyses were performed using Prism 7 software (GraphPad). The value of *p* < 0.05 was considered statistically significant. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

## Results

### Fifty Percent Knockdown of *Brpf1* Did Not Significantly Change the Dendritic Length and Number of Intersections *in vitro*

Neurons have unique dendritic-like structures, which play an important role in signal transmission. To study the effect of *Brpf1* knockdown on the dendritic morphology of hippocampal neurons, we dissociated E17.5–E18.5 hippocampi and infected primary cultured neurons with AAV2-scramble-GFP or AAV2-shBrpf1-GFP at DIV3. Immunostaining was performed at DIV 14–15 with anti-MAP2 antibody (a specific marker for dendrites), and the quantification of dendritic morphology was calculated from three independent experiments using Sholl analysis (O’Neill et al., 2015); totally 32 and 44 neurons in the scramble and shBrpf1 groups were analyzed, respectively (Figure 1A). We confirmed a knockdown efficiency of approximately 50% by RT-qPCR (Figure 1B). The results showed that the average total dendritic length and number of intersections of primary cultured hippocampal neurons did not change significantly upon half reduction of *Brpf1* expression (Figures 1C,D).

**FIGURE 1:**
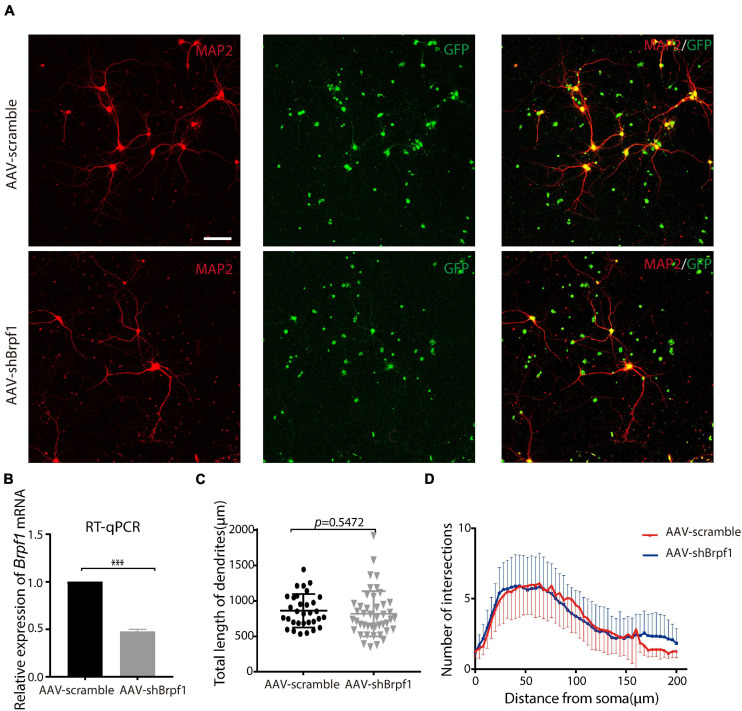
Mild knockdown of *Brpf1* did not significantly change the total dendritic length and number of intersections. **(A)** Representative fluorescent images of cultured primary hippocampal neurons at DIV15 immunostained with anti-Map2 antibody, scale bar = 75 μm. **(B)** Quantitative mRNA analysis of *Brpf1* knockdown efficiency (*n* = 4 batches for AAV-scramble and AAV-shBrpf1 groups, respectively, *p* < 0.001). **(C)** Quantification of total dendritic length of AAV-scramble or AAV-shBrpf1 group using “Simple Neurite Tracer” of ImageJ (*n* = 32 or 44 neurons from three independent batches for AAV-scramble or AAV-shBrpf1 group, respectively, *p* = 0.5472). **(D)** Sholl analysis of the number of intersections of the dendrites (*n* = 32 or 44 neurons from three independent batches for AAV-scramble or AAV-shBrpf1 group, respectively). ***p < 0.001.

### Fifty Percent Knockdown of *Brpf1* Led to Decreased mEPSC Frequency *in vitro*

Alterations in learning and memory are closely associated with synaptic dysfunction (Volk et al., 2015). To study the synaptic transmission of hippocampal neurons upon *Brpf1* knockdown, we performed whole-cell patch clamp recordings on cultured hippocampal neurons at DIV 15 after scramble or shBrpf1 infection at DIV3 (Figure 2). Because most hippocampal neurons are excitatory neurons, we recorded miniature excitatory postsynaptic currents (mEPSCs). We recorded 6 min and selected the last 3 min for analysis because signals from the first 3 min were less stable. The results showed that the mEPSC frequency but not amplitude significantly decreased upon *Brpf1* knockdown (Figures 2A–C), suggesting reduced excitatory synaptic transmission. For cell membrane characteristics, we measured resting membrane potential (RMP) and evoked action potentials (APs). The RMP, input resistance, firing threshold, and evoked APs did not show significant changes (Figures 2D–G), indicating few changes of cell excitability. Collectively, these results suggested that 50% knockdown of *Brpf1* already led to reduced synaptic transmission before any obvious morphological changes.

**FIGURE 2:**
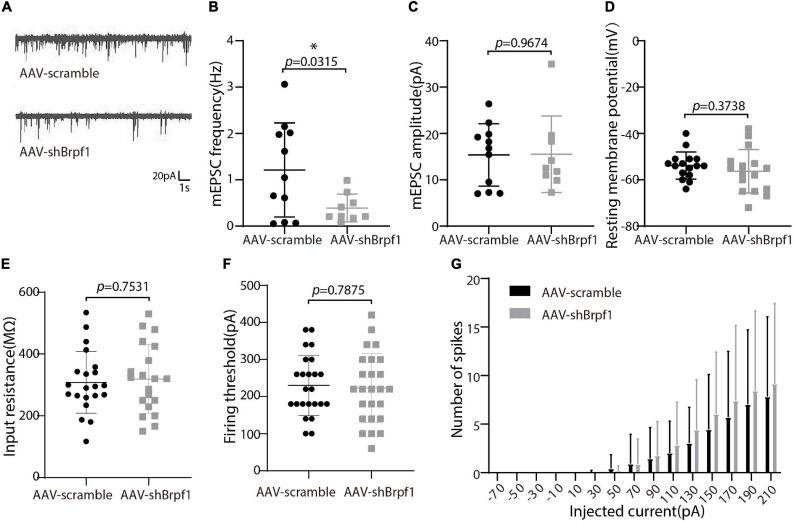
Mild knockdown of *Brpf1* led to decreased mEPSC frequency. **(A)** Representative traces of mEPSCs recorded in cultured primary hippocampal neurons of AAV-scramble or AAV-shBrpf1 group, scale bar, 20 pA and 1 s. **(B)** Statistical comparison of mEPSC frequency between AAV-scramble and AAV-shBrpf1 groups (AAV-scramble, *n* = 11 neurons; AAV-shBrpf1, *n* = 9 neurons; *p* = 0.0315). **(C)** Statistical comparison of mEPSC amplitude using the same dataset as **(B)** (*p* = 0.9674). **(D)** Comparison of RMP between the two groups (AAV-scramble, *n* = 16 neurons; AAV-shBrpf1, *n* = 16 neurons; *p* = 0.3738). **(E)** Comparison of input resistance (AAV-scramble, *n* = 21 neurons; AAV-shBrpf1, *n* = 20 neurons; *p* = 0.7531). **(F)** Comparison of firing threshold (AAV-scramble, *n* = 25 neurons; AAV-shBrpf1, *n* = 24 neurons; *p* = 0.7875). **(G)** The number of spikes displayed against depolarizing current steps of increasing amplitude with injected currents ranging from –70 to 210 pA at 20-pA intervals (AAV-scramble, *n* = 25 neurons; AAV-shBrpf1, *n* = 24 neurons). *p < 0.05.

### *Brpf1* Mild Knockdown Led to Downregulation of *C1ql1* and *Gpr17 in vitro*

To figure out the molecular mechanism of how *Brpf1* regulates the electrophysiological activity of hippocampal neurons, three batches of RNA from scramble and shBrpf1 groups were extracted for mRNA-Seq analysis. 

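Brpf1 mRNA was at 38.1 ± 14.6 CPM (counts scaled to library size, mean ± SD, n = 3) in the scramble group and at 36.5 ± 12.1 CPM (n = 3) in the shBrpf1 group. The log2 fold change from edgeR was -0.06 with a standard error of 0.36 (exact permutation test on log2 CPM, two-sided, p = 0.9, where 3 against 3 libraries allow no p under 0.1). With replicate number as a block, which takes up the spread that libraries of the same number share, it was -0.04 with a standard error of 0.12. Scramble replicates 1, 2 and 3 had 23.7, 52.9 and 37.7 CPM, and the shBrpf1 replicates with the same numbers had 27.4, 50.2 and 31.9 CPM. On the log2 scale shBrpf1 minus scramble was 0.21 for the first pair of numbers, -0.08 for the second and -0.24 for the third. The fold change turned positive without scramble replicate 2 (0.25), without shBrpf1 replicate 1 (0.11) and without shBrpf1 replicate 3 (0.02). Each of these fits leaves the library of the same number unmatched in the other group, so they also hold the spread between replicate numbers.
The neurons came from hippocampi of E17.5 to E18.5 embryos and were infected at DIV 3 with AAV2 that carried GFP and either the scramble or the shBrpf1 sequence. Experiments on these cultures were performed at DIV 14 to 15. Each group has 3 libraries, stored as whole-number counts per NCBI gene ID. According to the paper, the authors removed adapters and low-quality fragments, aligned the reads with STAR and counted known genes with StringTie. The counts are not normalized. The scramble libraries hold 18715979 to 28934549 counts (median 24860395) and the shBrpf1 libraries 18330618 to 30275304 counts (median 27368758).
Genes with at least 10 counts in at least 3 of the 6 libraries were normalized by TMM and tested with edgeR's quasi-likelihood test, and p was adjusted over these 16066 genes by the method of Benjamini and Hochberg. Every fold change compares shBrpf1 with scramble. Gene lists written before the data were examined were tested against all other genes with camera, at a preset correlation between genes of 0.01 and again with an estimated correlation. A list's median is taken over limma-voom log2 fold changes, and its counts of higher and lower genes come from edgeR. Values with the replicate number as a block are given where they change a call in neurons. Rn45s, the precursor of ribosomal RNA, stood at 37992 CPM in scramble replicate 3 and at 982 CPM in shBrpf1 replicate 3, and between 3246 and 6578 CPM in the other 4 libraries.

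**Figure D2:**
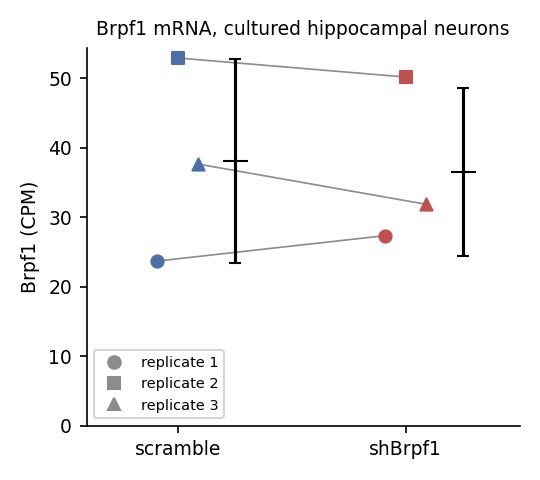
Brpf1 mRNA (CPM) in each scramble and shBrpf1 library of cultured neurons, with lines joining the same replicate numbers and bars for the mean and SD. The groups overlap, at 23.7 to 52.9 CPM and 27.4 to 50.2 CPM.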

DESeq2 software was used to screen differentially expressed genes (DEGs). 218 and 402 genes were upregulated and downregulated, respectively, upon *Brpf1* knockdown (Supplementary Table 2). 

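At a log2 fold change of at least 1 or at most -1 with an unadjusted p under 0.05, 8 genes were higher and 1 was lower in shBrpf1 neurons. Mdga1, a cell-surface protein that limits the formation of inhibitory synapses, was at 52.5 ± 5.59 CPM (SD, n = 3) in scramble and 124 ± 93.8 CPM (n = 3) in shBrpf1 neurons, a log2 fold change of 1.25 (standard error 0.50). The cytokine gene Il33 was at 2.93 ± 0.263 and 9.62 ± 8.52 CPM, a log2 fold change of 1.71 (standard error 0.66). Nrk, a protein kinase, had a log2 fold change of 2.04 (standard error 0.72), and Csf2rb2, the receptor subunit for interleukin 3, one of 1.84 (standard error 0.73). St8sia6, a sialyltransferase, and Shisa2, an inhibitor of Wnt and FGF signalling, had 1.58 (standard error 0.60) and 1.33 (standard error 0.50). The gene that was lower is Mamstr, a coactivator of MEF2 transcription factors, with a log2 fold change of -1.32 (standard error 0.55). Mamstr stays under 1 CPM in both groups and was chosen for mention after its values were seen.
In 7 of the 8 higher genes and in the lower one, the 3 shBrpf1 libraries all lay beyond the 3 scramble libraries, as did 1.48% of all tested genes, where chance gives 10% for libraries that are not paired and less where spread is shared within pairs. No gene reached an adjusted p under 0.05 by edgeR, DESeq2 or limma-voom, and 12, 23 and 8 genes, respectively, had an unadjusted p under 0.05. With replicate number as a block, edgeR counted 25 higher and 26 lower genes at the paper's threshold, and 787 with an unadjusted p under 0.05. These 787 are 4.90% of the tested genes, close to the share that arises without any change. In simulated counts with the depth and spread of these libraries, edgeR recovered 41.5% of genes changed by 1 on the log2 scale and 83.6% of those changed by 2 at the paper's threshold, and 4.62% and 32.8% at an adjusted p under 0.05. Of 15551 simulated genes without a change 401 passed the paper's threshold, more than in the real libraries, so the simulated counts are unlike the real ones in this and the recovery holds for simulated counts alone. Without shBrpf1 replicate 1, 0 genes were higher and 1 was lower, and the log2 fold change of Mdga1 was 0.42, of Il33 0.71, of Shisa2 0.63, of Csf2rb2 0.93, of St8sia6 0.96 and of Nrk 1.32. The counts were 38 higher and 31 lower without scramble replicate 2, 3 and 20 without scramble replicate 3, 9 and 30 without shBrpf1 replicate 2, and 32 and 62 without shBrpf1 replicate 3. The 6 higher genes named above also missed the threshold of p without scramble replicate 1 (1.31 to 2.15) or scramble replicate 3 (1.26 to 1.85), and all of them but Nrk without scramble replicate 2 (1.16 to 1.73).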

GO-biological process (BP) analysis revealed that upregulated genes were mainly involved in ion transport, chemical synaptic transmission, and other biological processes, while downregulated genes were mainly involved in neuronal differentiation, oligodendrocyte differentiation, and development (Figures 3A,B and Supplementary Table 3). 

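Genes of ion channels and synapses were mostly higher in shBrpf1 neurons, and genes of glia and progenitors mostly lower. Of 28 voltage-gated sodium and calcium channel genes 23 were higher, with a median log2 fold change of 0.30 (camera, adjusted p = 0.000214). Cacna1b, the pore of N-type calcium channels that trigger transmitter release, was at 94.99 ± 36.18 CPM (SD, n = 3) in scramble and 135 ± 52.2 CPM (n = 3) in shBrpf1 neurons, a log2 fold change of 0.50 (standard error 0.40). Of 35 potassium channel genes 24 were higher (median 0.18, adjusted p = 0.00112). Of 33 genes of the postsynaptic density 25 were higher (median 0.24, adjusted p = 0.000493), and the scaffold gene Shank1 had 0.42 (standard error 0.31). Of 35 genes of presynaptic release 26 were higher (median 0.22, and 0.131 in edgeR, adjusted p = 0.0109), and Doc2b, a calcium sensor of release, had 0.38 (standard error 0.27). Of 17 GABA and glycine receptor genes 14 were higher (median 0.23, adjusted p = 0.0247), with Gabra2 at 0.60 (standard error 0.48). Of 25 glutamate receptor genes 17 were higher, with a median of 0.19 that did not pass (adjusted p = 0.112) and passed with the replicate block (adjusted p = 0.0182). Of 18 pan-neuronal genes 16 were higher (median 0.27), with Stmn2, a regulator of microtubules in axons, at 0.40 (standard error 0.41). The adjusted p of each of these lists was 0.784 with an estimated correlation.
No member of these lists reached the paper's threshold, with or without the block. Without the block 0 had an unadjusted p under 0.05, and 0 passed when p was adjusted over all genes or adjusted over the list alone. With it 9 of 28 sodium and calcium channel genes, 10 of 35 potassium channel genes, 6 glutamate receptor, 6 GABA and glycine receptor, 6 postsynaptic density, 1 presynaptic release and 1 pan-neuronal gene were higher at an unadjusted p under 0.05, and Grin2a (0.802) and Grin2b (0.626) passed when adjusted over the list alone. Within replicate numbers 1, 2 and 3 the median log2 ratios were 0.20, 0.52 and 0.08 for sodium and calcium channels, 0.15, 0.34 and 0.09 for potassium channels, 0.29, 0.28 and -0.01 for the postsynaptic density, 0.11, 0.53 and -0.07 for presynaptic release, 0.05, 0.39 and 0.16 for GABA and glycine receptors, 0.0988, 0.29 and 0.05 for glutamate receptors, and 0.36, 0.57 and -0.06 for pan-neuronal genes. Libraries of the same number share much of their spread, so leaving out 1 library leaves its partner unmatched in the other group. All of the list medians turned negative without scramble replicate 2, at -0.17 for sodium and calcium channels, -0.21 for potassium channels, -0.06 for the postsynaptic density, -0.31 for presynaptic release, -0.13 for GABA and glycine receptors, -0.20 for glutamate receptors and -0.09 for pan-neuronal genes, and the lists of sodium and calcium channels, potassium channels, presynaptic release and glutamate receptors passed as lower there. Without shBrpf1 replicate 1 they lay between -0.02 and 0.08, and none passed. Without shBrpf1 replicate 3 the lists of potassium channels (0.15), presynaptic release (0.11), GABA and glycine receptors (0.22) and pan-neuronal genes (0.21) did not pass, and the postsynaptic density was at 0.15. Without scramble replicate 1 or shBrpf1 replicate 2 the medians of the 6 lists other than glutamate receptors were larger, at 0.40 to 0.54 and 0.39 to 0.53. Glutamate receptors passed without scramble replicate 1 (0.32), scramble replicate 3 (0.40) or shBrpf1 replicate 2 (0.41). Without scramble replicate 3 the medians of potassium channels (0.31), presynaptic release (0.42) and pan-neuronal genes (0.51) were larger too.
Of 20 genes of neural progenitors and the cell cycle 19 were lower, with a median of -0.39 (adjusted p = 0.00615), among them Eomes, a transcription factor of intermediate progenitors, at -1.21 (standard error 1.49). Of 18 astrocyte markers 17 were lower, with a median of -0.21 (adjusted p = 0.00527), and of 18 oligodendrocyte markers 13 were lower, with a median of -0.31 (-0.161 in edgeR, adjusted p = 0.00616). With the block 8 progenitor genes and 3 astrocyte genes were lower and 1 progenitor gene was higher at an unadjusted p under 0.05, and Eomes (-1.73) passed the paper's threshold. Ntsr2, a neurotensin receptor of astrocytes, had a log2 fold change of -0.69 (standard error 0.42). These 3 lists also had an adjusted p of 0.784 with an estimated correlation. Without shBrpf1 replicate 1 the medians were 0.35, 0.05 and 0.04, and the progenitor list passed as higher, and without scramble replicate 3 they were -0.20, -0.09 and -0.32 and did not pass. The progenitor median was 0.03 and the astrocyte median -0.13 without scramble replicate 2. Larger falls were seen without scramble replicate 1 (-0.85, -0.41 and -0.77) and without shBrpf1 replicate 3 (-0.67, -0.47 and -0.76). Without shBrpf1 replicate 2 the progenitor median was -0.69 and the oligodendrocyte median -0.50, and the latter was -0.81 without scramble replicate 2. Of 9 markers of CA1 pyramidal neurons 5 were higher (median 0.05, adjusted p = 0.299). Zbtb20, a transcription factor that specifies these neurons, was the only member of the lists of this part of the text with an unadjusted p under 0.05 without the block, at 21.7 ± 3.48 and 40.3 ± 9.92 CPM and a log2 fold change of 0.89 (standard error 0.24), and it passed the paper's threshold without scramble replicate 1 (1.00). With the block Zbtb20 (0.876) and Pou3f1 (-0.514) passed when adjusted over the list alone. The list of CA1 pyramidal markers passed as higher without scramble replicate 1 (0.49) or shBrpf1 replicate 2 (0.24), passed as lower without scramble replicate 2 (-0.26), and had a median of -0.15 without shBrpf1 replicate 1 and -0.14 without shBrpf1 replicate 3.
The study's own terms for higher genes hold 41 tested genes, of which 26 were higher (median 0.42, adjusted p = 1.23e-06), and its terms for lower genes hold 12, all of them lower (median -1.25, adjusted p = 1.23e-06). In edgeR the medians were 0.155 and -0.457. With an estimated correlation the adjusted p was 0.784 and 0.218. These genes were chosen by the study on the same samples, so the counts are not independent evidence, and 0 passed when adjusted over the list alone. With the block 7 of the first list and 2 of the second had an unadjusted p under 0.05. Examples are Neurod6, a neuronal transcription factor, at 0.79 (standard error 0.58), Slit1, an axon guidance cue, at 0.62 (standard error 0.57), and Plcxd1, a phospholipase-like gene, at -1.10 (standard error 0.57). The median of the first list was -0.48 without scramble replicate 2, where it passed as lower, 0.13 without shBrpf1 replicate 1, 1.02 without scramble replicate 1, 0.67 without scramble replicate 3 and 0.82 without shBrpf1 replicate 2. That of the second was -0.56 without shBrpf1 replicate 1, and Plcxd1 passed the paper's threshold without scramble replicate 2 (-1.41).

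**Figure D3:**
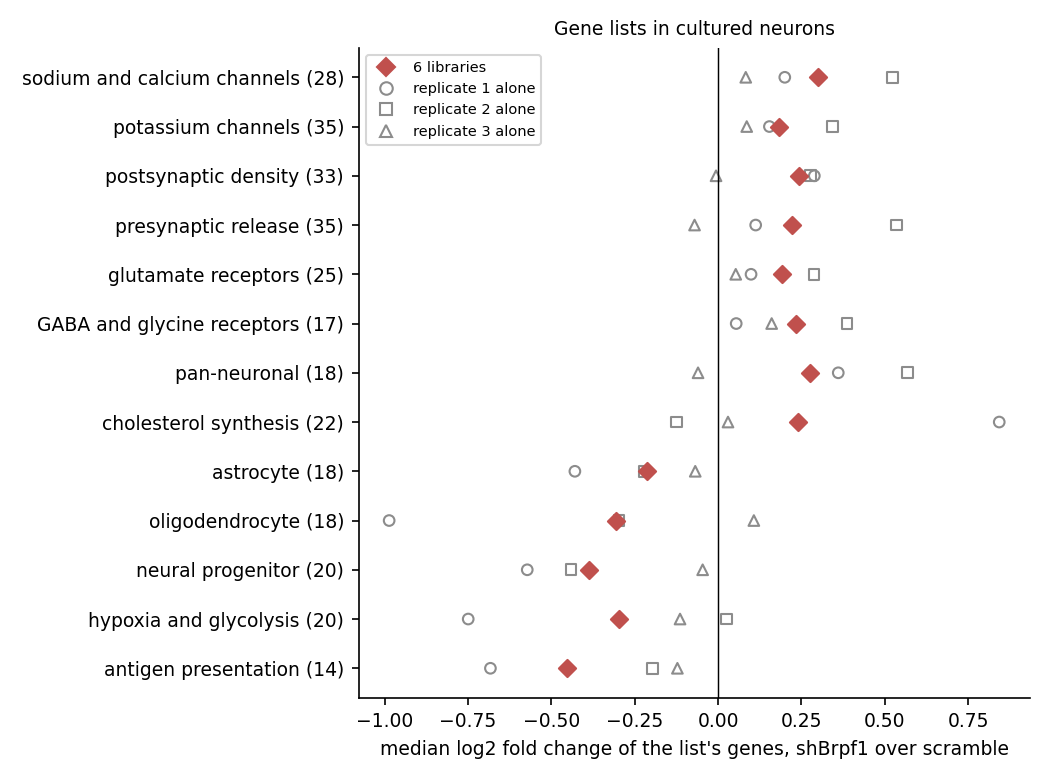
Median log2 fold change of the genes of each list in cultured neurons, from all 6 libraries (filled) and within each replicate number (open), with the number of genes in brackets. Channel and synapse lists lie to the right of 0 and glial and progenitor lists to the left, and the third replicate number lies nearest to 0 for most lists.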

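Efna1, a membrane-bound ligand of Eph receptors in axon guidance, was at 2.25 ± 1.299 CPM (SD, n = 3) in scramble and 0.803 ± 0.604 CPM (n = 3) in shBrpf1 neurons. The fold change on the log2 scale was -1.47 with a standard error of 0.79 and did not pass the paper's threshold, and scramble replicates 1, 2 and 3 held 81, 88 and 13 counts of it against 19, 43 and 5 in shBrpf1. With replicate number as a block the value was -1.53 and passed that threshold, as it did without scramble replicate 3 (-1.87) and without shBrpf1 replicate 2 (-2.23). Mag, a myelin glycoprotein of oligodendrocytes, was at 11.6 ± 11.4 and 11.8 ± 17.1 CPM, a log2 fold change of 0.02 (standard error 1.37). It turned negative without scramble replicate 1 (-0.31), without scramble replicate 2 (-0.38) and without shBrpf1 replicate 3 (-2.58), and it was -0.87 with the block. Zfp488, a transcription factor of the oligodendrocyte lineage, was at 17.4 ± 21.3 and 15.3 ± 24.1 CPM, a log2 fold change of -0.19 (standard error 1.63). Its value was 1.55 without scramble replicate 3, 0.38 without shBrpf1 replicate 1 and 0.31 without shBrpf1 replicate 2. The 3 replicate numbers went apart for both of these oligodendrocyte genes. Mag went from 147 to 10, from 135 to 103 and from 422 to 559 counts, and Zfp488 from 165 to 5, from 121 to 77 and from 717 to 764 counts. Rapsn, which clusters acetylcholine receptors, had 14, 31 and 2 counts in scramble and 2, 22 and 4 in shBrpf1 neurons, a log2 fold change of -0.67 (standard error 1.01). None of these genes passed the test without the block, and none of the 4 had an adjusted p under 0.05 with it.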

We then selected mainly neuron-related genes for verification by RT-qPCR (Figures 3C,D). 

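C1ql1 (gene ID 23829), a secreted C1q-like protein that binds adhesion receptors at synapses, was at 25.2 ± 16.8 CPM (SD, n = 3) in scramble and 17.3 ± 21.4 CPM (n = 3) in shBrpf1 neurons. The gene lies on chromosome 11 of GRCm38, from 102939264 to 102946688. In edgeR the log2 fold change was -0.54 with a standard error of 1.11, and -1.31 with replicate number as a block. Gpr17 (gene ID 574402), a receptor of oligodendrocyte precursors on their way to differentiation, was at 199.8 ± 297 and 181 ± 312 CPM, a log2 fold change of -0.14 with a standard error of 2.30, and -2.41 with the block. Neither gene passed the paper's threshold in either fit, and the lowest adjusted p of the 4 values was 0.847. The 3 replicate numbers differed. C1ql1 went from 338 to 29 counts, from 563 to 273 and from 757 to 739, and Gpr17 from 1227 to 8 counts, from 288 to 54 and from 9257 to 9625. Without shBrpf1 replicate 3 the log2 fold change of Gpr17 was -7.55 and passed the threshold, and it was 2.66 without scramble replicate 3, 0.44 without shBrpf1 replicate 1 and 0.44 without shBrpf1 replicate 2. C1ql1 had 0.14 without scramble replicate 3, 0.01 without shBrpf1 replicate 1 and -2.29 without shBrpf1 replicate 3. Leaving out 1 library leaves its partner unmatched in the other group, so these values also hold the spread between replicate numbers. Gpr17 was at 542 CPM in both libraries of number 3 and at 48.0 CPM or less in the others.
Genes of oligodendrocyte precursors moved in the same libraries. Of 20 such genes 16 were lower in shBrpf1 neurons, with a median log2 fold change of -1.27 in limma-voom (camera, adjusted p = 1.47e-08) and -0.24 in edgeR, and 0 members passed when adjusted over the list alone or over all genes. The adjusted p was 0.784 with an estimated correlation. By replicate number the median log2 ratio was -2.32, -0.72 and 0.05. Among the members, Matn4 was at 2.62 ± 0.781 and 1.56 ± 1.40 CPM, a log2 fold change of -0.76 (standard error 0.83), and the proteoglycan gene Cspg5, which astrocytes express too, had -0.23 (standard error 0.27). The median was -0.92 without scramble replicate 3 and -0.06 without shBrpf1 replicate 1, where the list did not pass, and -2.07 without shBrpf1 replicate 3.

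**Figure D4:**
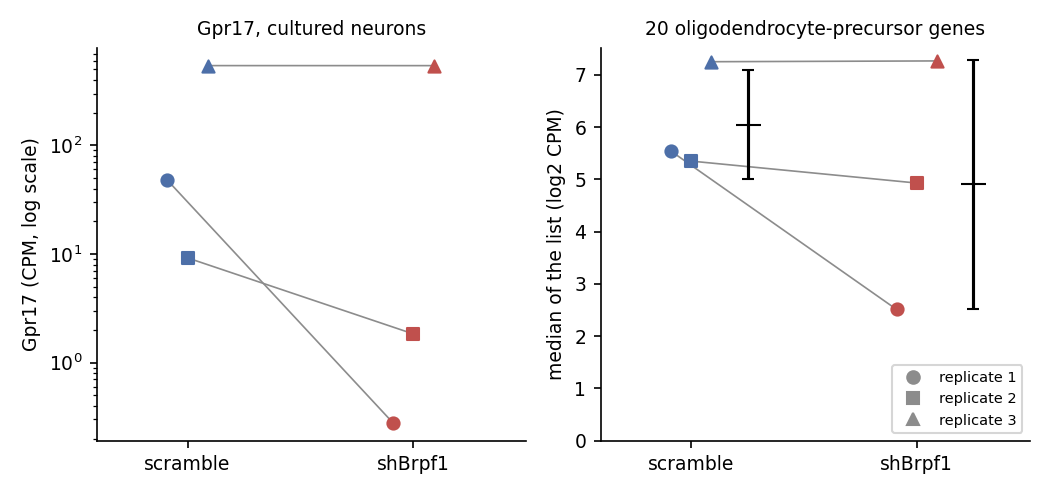
Left, Gpr17 in each library of cultured neurons (CPM, log scale); right, median of 20 oligodendrocyte-precursor genes (log2 CPM, bars for the mean and SD), with lines joining the same replicate numbers. The first pair of numbers falls steeply and the third is level in both plots.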

Complement C1q-like 1 (*C1ql1*) and G protein-coupled receptor 17 (*Gpr17*) were downregulated in both mRNA-Seq analysis and RT-qPCR verification upon *Brpf1* knockdown. *C1ql1* is highly expressed in the brain (Berube et al., 1999). Interestingly, *C1q* tagging of synapses plays a critical role in synaptic elimination by microglia and is seen throughout the developing brain (Stevens et al., 2007; Li and Barres, 2018). *Gpr17* plays a role in improving learning and memory in rats (Marschallinger et al., 2015). This suggested that the decreased frequency of mEPSCs caused by *Brpf1* mild knockdown may be associated with dysregulated synaptic elimination.

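Genes of complement and of synapse elimination by glia did not move together in shBrpf1 neurons. Of 14 such genes 4 were higher and 10 lower, with a median log2 fold change of -0.16 (camera, adjusted p = 0.284, and 0.784 with an estimated correlation). Megf10, an engulfment receptor of astrocytes, was at 34.8 ± 6.09 CPM (SD, n = 3) in scramble and 27.1 ± 3.72 CPM (n = 3) in shBrpf1 neurons, a log2 fold change of -0.36 (standard error 0.21). The complement gene C4b was at 73.4 ± 69.2 and 37.5 ± 26.8 CPM, with -0.97 (standard error 1.17). Of 12 C1q-like and cerebellin genes, which organize synapses, 4 were higher and 8 lower, with an adjusted p of 0.502, and Cbln4 had -1.08 (standard error 0.86). Of 7 microglia markers 2 were higher and 5 lower (median -0.12, adjusted p = 0.369), and Cd68, a lysosomal protein of phagocytes, had -1.15 (standard error 0.56). None of the 3 lists held a gene with an adjusted p under 0.05 or one that passed when adjusted over the list alone.
Without scramble replicate 2 the C1q-like list passed as lower (median -0.38, and 0.23, 0.03 and 0.04 without scramble replicate 1, scramble replicate 3 and shBrpf1 replicate 2), Cbln4 passed the paper's threshold (-1.60), and the medians of the complement and microglia lists were 0.37 and 0.48. Without scramble replicate 3 the complement list (-0.26), the microglia list (-0.57) and Cd68 (-1.46) passed, and without shBrpf1 replicate 3 the medians of the complement and microglia lists were 0.15 and 0.45. After mild knockdown the paper found C1ql1 and Gpr17 lower by sequencing and by RT-qPCR. From these and from reports that C1q tags synapses for removal by microglia, it proposes a possible link of lower mEPSC frequency with dysregulated synaptic elimination.

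**Figure D5:**
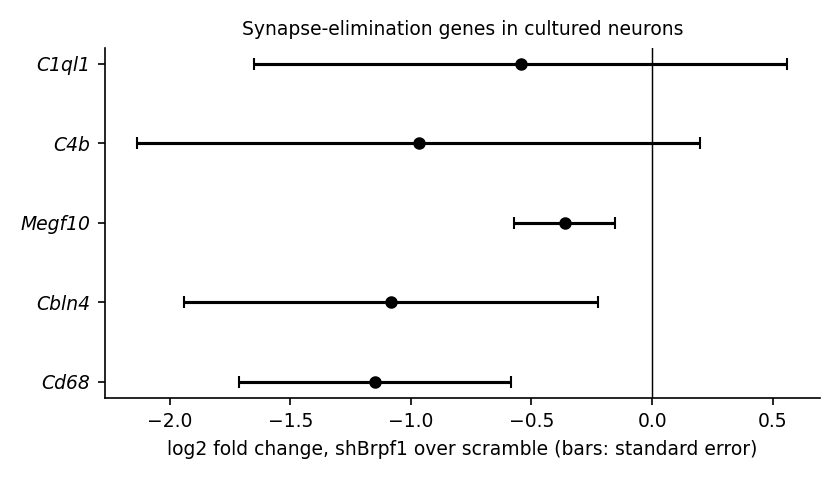
Log2 fold change of 5 genes in cultured neurons, shBrpf1 over scramble, with bars for the standard error. All 5 points lie to the left of 0, and the bars of C1ql1 and C4b, with standard errors of 1.11 and 1.17, are the longest.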

**FIGURE 3:**
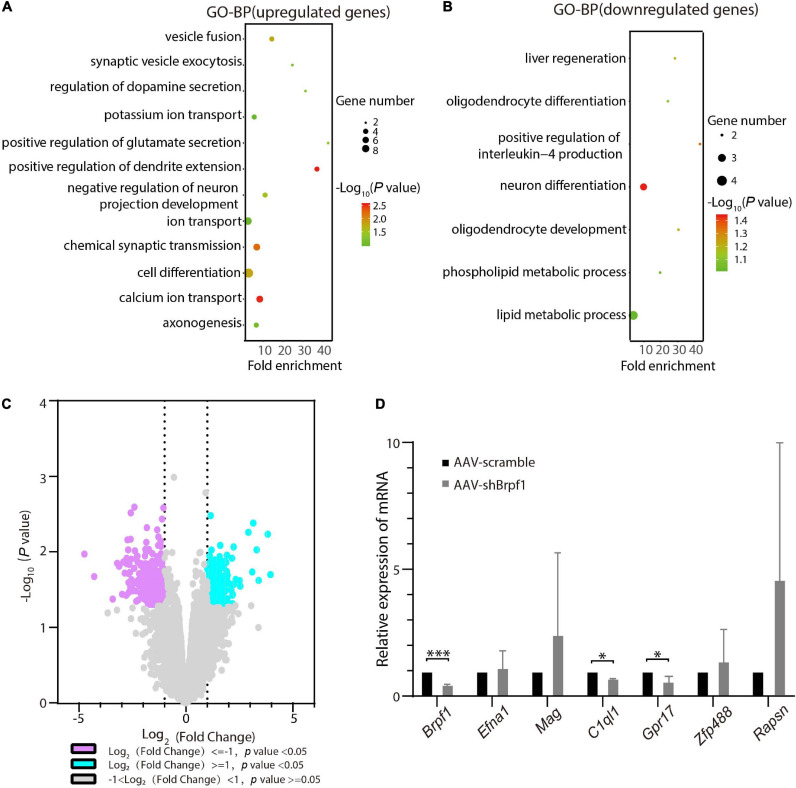
*Brpf1* knockdown led to downregulation of *C1ql1* and *Gpr17.* **(A,B)** Bubble plots represented GO-BP of upregulated genes [log_2_(fold change) ≥ 1 and *p* < 0.05] and downregulated genes [log_2_(fold change) ≤ –1 and *p* < 0.05] derived from mRNA-Seq analysis of three pairs of cultured primary hippocampal neurons, respectively. Dot size reflected gene number; color indicated –log_1__0_P. **(C)** Volcano plot of DEGs from mRNA-Seq similar to **(A,B)**. **(D)** Selected DEGs were validated by RT-qPCR (AAV-scramble group, *n* = 3 batches; AAV-shBrpf1 group, *n* = 3 batches). ^∗^*p* < 0.05, ^∗∗∗^*p* < 0.001.

### *Brpf1* Mild Knockdown Showed a Tendency of Reduction on Spatial Learning and Memory Ability *in vivo*

To study whether *Brpf1* knockdown in the hippocampus affects the learning and memory ability of mice, we injected AAV2-scramble-GFP or AAV2-shBrpf1-GFP into 4-week-old mouse hippocampi by stereotactic operation. Four weeks after surgery, we performed the Morris water maze test to assess the spatial learning and memory ability of those mice. Although the latency of mice to reach the platform was almost the same (Figure 4A), a mild decreasing trend of the swimming speed and the total distance moved in the probe trail were found upon *Brpf1* knockdown (Figures 4B,C). Moreover, there was a significant difference of their stay time in the northwest (NW) and southeast (SE) quadrants, indicating a decreasing tendency of the space exploration ability, although no significant difference in the target quadrant (SW) was found (Figure 4D). This behavioral change was caused by a mild knockdown of *Brpf1*, with the knockdown efficiency varying from 40 to 70% in five mice tested (Figure 4E). These results indicated that *Brpf1* mild knockdown in the hippocampus led to a tendency of reduction on the spatial learning and memory ability.

**FIGURE 4:**
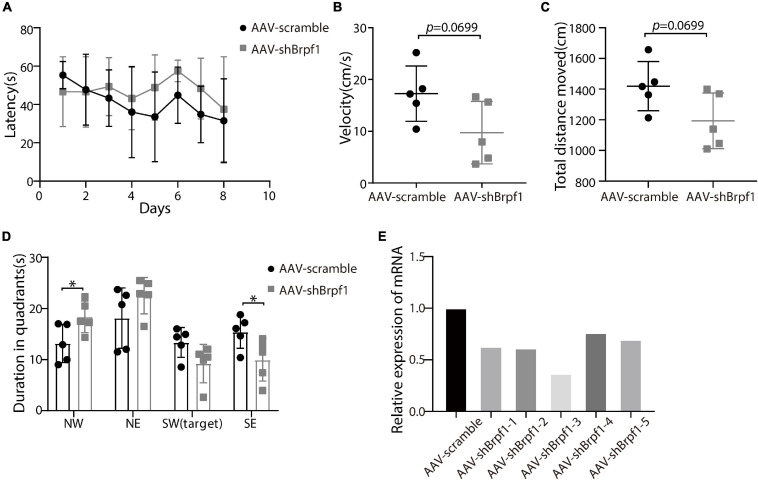
Mild knockdown of *Brpf1* showed a decreasing trend on the learning and memory ability of mice. **(A)** Statistical comparison of the latency of the mice to reach the platform during the 8-day training period (AAV-scramble, *n* = 5 mice; AAV-shBrpf1, *n* = 5 mice). **(B)** Statistical comparison of the average swimming speed of mice on day 8 in the target quadrant (AAV-scramble, *n* = 5 mice; AAV-shBrpf1, *n* = 5 mice; *p* = 0.0699). **(C)** Statistical comparison of the total moving distance of mice in the target quadrant (AAV-scramble, *n* = 5 mice; AAV-shBrpf1, *n* = 5 mice; *p* = 0.0699). **(D)** Statistical comparison of the time spent in different quadrants on day 8 (AAV-scramble, *n* = 5 mice; AAV-shBrpf1, *n* = 5 mice; ^∗^*p* < 0.05). **(E)** Relative expression of *Brpf1* mRNA in the hippocampus of each mouse compared to the scramble group.

### *Brpf1* Mild Knockdown in the Hippocampus Led to Dysregulated Gene Expression Related to Synaptic Function *in vivo*

To study the molecular mechanism of *Brpf1* knockdown leading to a decreasing trend in learning and memory ability, three pairs of RNA from scramble and shBrpf1 stereotactically injected CA1 tissues were extracted for mRNA-Seq analysis. 

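In CA1 tissue Brpf1 was at 40.8 ± 5.74 CPM (mean ± SD, n = 3) in the scramble group and at 31.5 ± 5.52 CPM (n = 3) in the shBrpf1 group. This is a log2 fold change of -0.38 in edgeR, with a standard error of 0.18 (exact permutation test on log2 CPM, two-sided, p = 0.2). Scramble replicates 1, 2 and 3 had 39.7, 47.1 and 35.8 CPM, and the shBrpf1 replicates 28.4, 37.8 and 28.2 CPM, lower within each of the 3 replicate numbers. With replicate number as a block the log2 fold change was -0.38 too, with a standard error of 0.15 and an unadjusted p under 0.05, which it was not without the block (adjusted p = 0.857 with it). Xist, which is expressed from the inactive X chromosome of females, was at 782 CPM in scramble replicate 3 and 781 CPM in shBrpf1 replicate 3 and under 1 CPM in the other 4 libraries. Ttr, a gene of the choroid plexus, ranged from 5.40 to 4652 CPM over the scramble libraries and from 2.95 to 2989 CPM over the shBrpf1 libraries.
According to the paper, mice were injected at 4 weeks of age with the scramble virus into the left CA1 and the shBrpf1 virus into the right, and were studied 4 weeks later. Its figure legends count the mice of each group apart, so whether a scramble and a shBrpf1 library come from the same mouse is not clear. Each group has 3 libraries of raw counts. The paper describes 1 processing for both experiments, and the counts were analysed here in the same way as those of the neurons. The scramble libraries hold 22817655 to 25898678 counts (median 24633365) and the shBrpf1 libraries 23914894 to 26073578 counts (median 24204302). The count minimum left 16022 genes to test. All 447 genes of chromosome 13 with at least 20 counts in every neuron library are listed at 0 in all 6 CA1 libraries, as are the 6 such genes of chromosome Y, while 0 of 12022 such genes on the other chromosomes are. Genes of chromosomes 13 and Y therefore have no value in CA1. The counts of the 2 experiments are thus not alike in what they cover, and the cause was not tested.

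**Figure D6:**
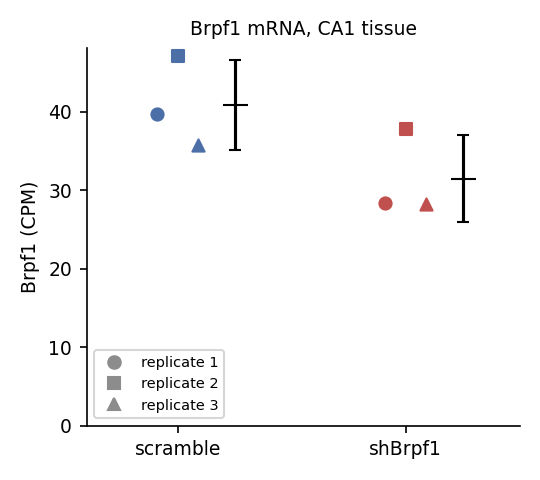
Brpf1 mRNA (CPM) in each scramble and shBrpf1 library of CA1 tissue, with bars for the mean and SD. The shBrpf1 libraries lie at 28.2 to 37.8 CPM and the scramble libraries at 35.8 to 47.1 CPM.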

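In shBrpf1 CA1 tissue 53 genes were higher and 22 lower at a log2 fold change of at least 1 or at most -1 with an unadjusted p under 0.05. Mx1, an antiviral GTPase induced by interferon, was at 0.173 ± 0.111 CPM (SD, n = 3) in scramble and 3.13 ± 2.96 CPM (n = 3) in shBrpf1 tissue, a log2 fold change of 4.12 (standard error 0.84). Among the other higher genes were the interferon-induced Ifi209 at 2.58 (standard error 1.09), Oas1g at 2.48 (standard error 0.89), Ifi207 at 2.26 (standard error 0.80) and Usp18, which restrains interferon signalling, at 2.07 (standard error 0.81). Among the lower genes, Tekt4, a protein of motile cilia, had -1.88 (standard error 0.69), the membrane protein gene Ctxn3 -1.72 (standard error 0.72), and Lrrc17, a secreted leucine-rich repeat protein, -1.30 (standard error 0.53). Hrob, a DNA repair gene, had -1.43 (standard error 0.44), and Zfp474, a zinc finger gene, -1.42 (standard error 0.55). Gm7932 and Gm4371, whose functions are not known, had -1.24 (standard error 0.42) and -1.001 (standard error 0.39).
In 40 of the 53 higher and 16 of the 22 lower genes the 3 shBrpf1 libraries all lay beyond the 3 scramble libraries, as did 5.37% of all tested genes, where chance gives 10%. No gene had an adjusted p under 0.05 with edgeR, where 184 had an unadjusted p under 0.05, or with limma-voom (170). DESeq2 gave 3, among them Cxcl10 and Mx1 (adjusted p = 0.00283), and 243 with an unadjusted p under 0.05. Each of these counts of unadjusted p is below a share of 0.05 of the tested genes, which arises without any change. In simulated counts edgeR recovered 44.8% of genes changed by 1 on the log2 scale and 100% of those changed by 2 at the paper's threshold, and 25.4% and 81.8% at an adjusted p under 0.05. Of 15631 simulated genes without a change 206 passed that threshold, again more than in the real libraries. The counts of higher and lower genes were 238 and 47 without scramble replicate 2, 137 and 38 without shBrpf1 replicate 3, 20 and 202 without shBrpf1 replicate 2, 33 and 11 without shBrpf1 replicate 1, 41 and 11 without scramble replicate 1, and 42 and 39 without scramble replicate 3. With replicate number as a block Tekt4 (-1.60) and Ctxn3 (-1.83) did not pass the threshold. Hrob passed it whichever library was left out. Mx1 and Oas1g passed it without each scramble library, and were under the count minimum without any of the shBrpf1 libraries. Without shBrpf1 replicate 2 the calls of Ifi209 (1.09), Ifi207 (1.36), Usp18 (1.00), Lrrc17 (-1.04) and Gm4371 (-0.80) ended, and Ctxn3 was at -2.61. Calls also ended without scramble replicate 1 for Ifi209 (3.24), Tekt4 (-0.85), Ctxn3 (-1.16), Zfp474 (-0.95), Lrrc17 (-0.63) and Gm4371 (-0.95), and without scramble replicate 2 for Ifi209 (2.79), Ifi207 (2.17), Usp18 (2.21) and Ctxn3 (-1.88). Without scramble replicate 3 those of Ifi209 (1.95), Ifi207 (1.76), Usp18 (1.54) and Gm4371 (-0.84) ended. They ended without shBrpf1 replicate 1 for Tekt4 (-1.75), Ctxn3 (-1.28), Zfp474 (-1.22) and Gm7932 (-1.04), and without shBrpf1 replicate 3 for Tekt4 (-1.71), Ctxn3 (-1.64), Zfp474 (-1.22), Lrrc17 (-1.36) and Gm4371 (-1.08).

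**Figure D7:**
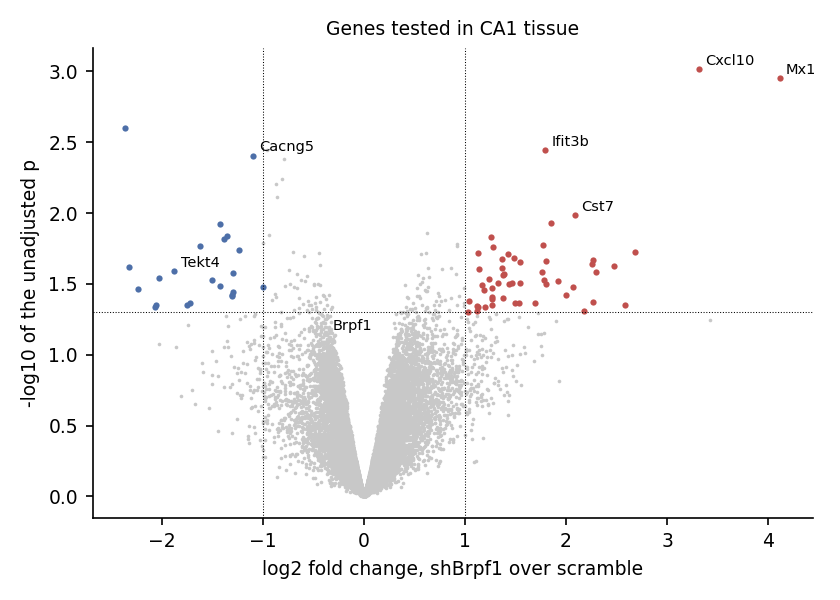
Log2 fold change of each of 16022 genes in CA1 tissue (x axis) against the negative log10 of its unadjusted p from edgeR (y axis), with dotted lines at the threshold. The 53 higher and 22 lower genes are coloured, with Mx1 and Cxcl10 farthest to the upper right.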

99 upregulated and 74 downregulated genes were subject to GO-BP analysis (Supplementary Table 4). We found that upregulated genes were mainly involved in immune response, brain morphogenesis, and other processes, while downregulated genes were mainly involved in signal transduction, regulation of membrane potential, and chemical synaptic transmission (Figures 5A,B and Supplementary Table 5). 

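Most interferon-stimulated genes were higher in shBrpf1 CA1 tissue. Of 46 such genes 44 were higher, 16 of them at the paper's threshold, with a median log2 fold change of 1.00 (camera, adjusted p = 1.68e-14). The call ended with an estimated correlation (adjusted p = 0.687) and with fry (adjusted p = 0.756), and 20 of the 46 were lower within replicate number 1. Members that block viral RNA are Ifit1, at 4.08 ± 2.76 CPM (SD, n = 3) in scramble and 20.1 ± 18.6 CPM (n = 3) in shBrpf1 tissue, with a log2 fold change of 2.30 (standard error 0.82), and Ifit3b, at 6.73 ± 1.49 and 23.3 ± 16.0 CPM, with 1.79 (standard error 0.45). Ifit3 and Rsad2, of the same response, had 1.86 (standard error 0.56) and 1.80 (standard error 0.64). Of 16 genes of inflammation 14 were higher, 4 of them at the threshold, with a median of 0.57 (adjusted p = 9.54e-06, and 0.687 with an estimated correlation). The B cell chemokine Cxcl13 had 2.68 (standard error 0.92) and the chemokine Ccl3 1.55 (standard error 0.55). The list of microglia markers did not pass, with 9 of 17 higher (median 0.04, adjusted p = 0.419), and its difference from the lists above was not tested. Of the 14 tested genes in the study's terms for upregulated genes, all were higher, 12 at the threshold (median 2.02, adjusted p = 7.63e-15, and 0.687 with an estimated correlation). They were chosen by the study on these samples and are not independent evidence. The terms include Pax2, a transcription factor of brain development, at 1.77 (standard error 0.59). The study's terms for downregulated genes hold 9 genes, of which too few met the count minimum for a list test.
Over all genes 0 members of these lists had an adjusted p under 0.05 with edgeR. There were 2 interferon, 1 inflammation and 10 study-chosen genes when adjusted over the list alone, and 20, 2 and 14 with replicate number as a block. The interferon median was 0.33 without shBrpf1 replicate 2 and 0.57 without scramble replicate 3, and it passed in both. The inflammation median was 0.25 without shBrpf1 replicate 2, 0.37 without shBrpf1 replicate 1 and 0.37 without scramble replicate 3, and that of the study's terms was 1.33 without shBrpf1 replicate 2. Without shBrpf1 replicate 2 Ifit1 (1.22), Ifit3 (0.93) and Rsad2 (0.92) did not pass the threshold, and Ifit3b was at 1.08. Ifit1 also missed it without scramble replicates 1 (2.40), 2 (2.82) or 3 (1.82), Ifit3 without scramble replicate 1 (1.92), and Rsad2 without scramble replicate 3 (1.40). Cxcl13 missed it without scramble replicate 3 (2.35) and was at 4.38 without scramble replicate 1, where Ccl3 (1.28) missed it. Pax2 missed it without scramble replicates 2 (1.52) or 3 (1.62) or shBrpf1 replicate 1 (1.14). Microglia markers passed as higher without scramble replicate 1 (0.27), and their median turned negative without scramble replicate 3 (-0.09) and shBrpf1 replicate 1 (-0.03).
Of 9 markers of striatal projection neurons 6 were lower, with a median of -0.36 (adjusted p = 0.0428, and 0.687 with an estimated correlation). Adora2a, an adenosine receptor that signals through cAMP, had -0.77 (standard error 0.43), and -1.05 without scramble replicate 2, where it passed. The list did not pass without scramble replicate 3 (-0.27) or shBrpf1 replicate 2 (-0.16), and it was at -0.23 without scramble replicate 1. Of 16 genes of monoamine signalling 9 were higher and 7 lower (median 0.08, adjusted p = 0.999). Slc18a2, which loads monoamines into vesicles, had -0.60 (standard error 0.21), and the serotonin receptor gene Htr2a 0.92 (standard error 0.44). Htr2a passed the threshold without scramble replicate 2 (1.33) or shBrpf1 replicate 3 (1.23), and the list's median was -0.04 and -0.08 without these libraries. In the same comparison 7 of 7 genes that collect reads of ribosomal RNA were lower, with a median of -0.82 (adjusted p = 2.46e-07, and 0.687 with an estimated correlation). It was -0.48 without shBrpf1 replicate 2. Among them Lars2, whose gene model collects such reads, was at 985 ± 75.2 and 562 ± 145 CPM, a log2 fold change of -0.81 (standard error 0.22), AA474408 had -0.79 (standard error 0.20) and Rn45s -0.74 (standard error 0.27). None of the 7 had an adjusted p under 0.05 over all genes, and 2 passed when adjusted over the list alone, or 4 with the block.

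**Figure D8:**
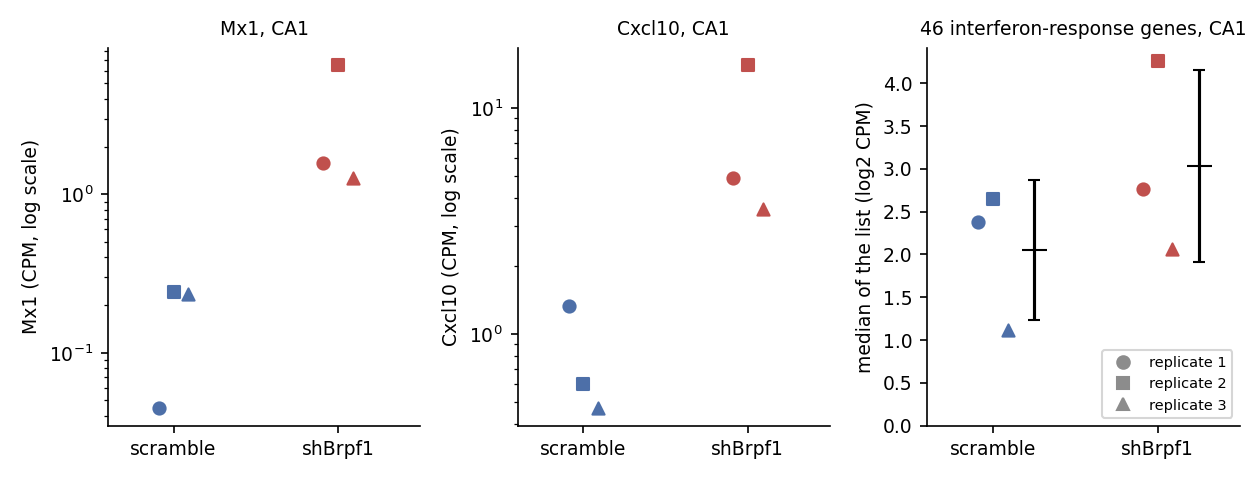
Mx1 and Cxcl10 (CPM, log scale) and the median of 46 interferon-response genes (log2 CPM, bars for the mean and SD) in each CA1 library, by group and replicate. The second shBrpf1 replicate is the highest of the 6 in all 3 plots, and the shBrpf1 libraries lie above the scramble libraries for both genes.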

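Grin2a (gene ID 14811), the NMDA receptor subunit 2A, was at 30.9 ± 27.9 CPM (SD, n = 3) in scramble and 75.4 ± 46.6 CPM (n = 3) in shBrpf1 CA1 tissue. The gene lies on chromosome 16 of GRCm38, from 9567898 to 9995560. It had a log2 fold change of 1.28 with a standard error of 0.81, which did not pass the paper's threshold, from 7.30, 61.6 and 23.8 CPM in the scramble libraries and 113, 89.7 and 23.3 CPM in the shBrpf1 libraries. Cxcl10 (gene ID 15945), a chemokine induced by interferon, lies on chromosome 5, from 92346638 to 92348889, and was at 0.802 ± 0.467 and 7.98 ± 6.54 CPM. The log2 fold change of Cxcl10 was 3.32 with a standard error of 0.66 (adjusted p = 0.934 with edgeR and 0.000571 with DESeq2). It passed the threshold whichever library was left out. Htr1d (gene ID 15552), a serotonin receptor, had 5, 8 and 13 counts in the scramble libraries and 2, 1 and 3 in the shBrpf1 libraries. Glra1 (gene ID 14654), a glycine receptor subunit, had 1, 0 and 13 counts against 0, 0 and 3. Both are under the count minimum and were not tested.
Grin2b, another NMDA receptor subunit, was at 31.3 ± 23.8 and 86.8 ± 60.8 CPM, a log2 fold change of 1.47 (standard error 0.78), and passed the threshold without shBrpf1 replicate 3 (1.95). The potassium channel gene Kcnh7 had 1.68 (standard error 0.92) and passed without scramble replicate 2 (3.04). Cst7, an inhibitor of lysosomal proteases, was at 0.497 ± 0.388 and 2.11 ± 0.946 CPM, a log2 fold change of 2.09 (standard error 0.63), and passed the threshold in every set of 5 libraries. Uncx, a homeobox transcription factor, had -2.32 (standard error 0.84), and its call ended without scramble replicate 1 (-1.95) or shBrpf1 replicate 2 (-2.22). Calml4, a calmodulin-like gene of ciliated and choroid plexus cells, had -1.15 (standard error 1.22) and -3.61 without shBrpf1 replicate 2, where it passed. Of 18 choroid plexus markers 10 were lower (median -1.003 in limma-voom and -0.01 in edgeR, camera, adjusted p = 0.0505). That median was 0.33 without scramble replicate 1 and 0.42 without shBrpf1 replicate 1, and the list passed as lower without scramble replicate 2 (-2.45) or shBrpf1 replicate 2 (-2.996). Of 20 genes of ependymal cells and motile cilia 16 were lower (median -0.83, adjusted p = 2.18e-06, and 0.687 with an estimated correlation), 1 of them, Tekt4, at the threshold, and 0 when adjusted over the list alone. Within replicate numbers 1, 2 and 3 the median log2 ratios of this list were -2.02, 0.59 and -0.74. Rsph1 and Ccdc153, genes of the ciliary axoneme, had -1.05 (standard error 0.61) and -1.22 (standard error 0.72), and passed without shBrpf1 replicate 2 (-1.82 and -2.19). The ependymal median was -1.43 without that library, -0.40 without scramble replicate 1 and -0.54 without shBrpf1 replicate 3. The counts of Syce1, a gene of meiosis, were 9, 2 and 16 in scramble and 1, 0 and 0 in shBrpf1 tissue, those of Syce1l 4, 4 and 3 and 0, 4 and 2, those of the receptor gene Gpr139 2, 7 and 3 and 2, 2 and 8, and those of the bombesin-like receptor gene Brs3 3, 4 and 3 and 0, 0 and 0.

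**Figure D9:**
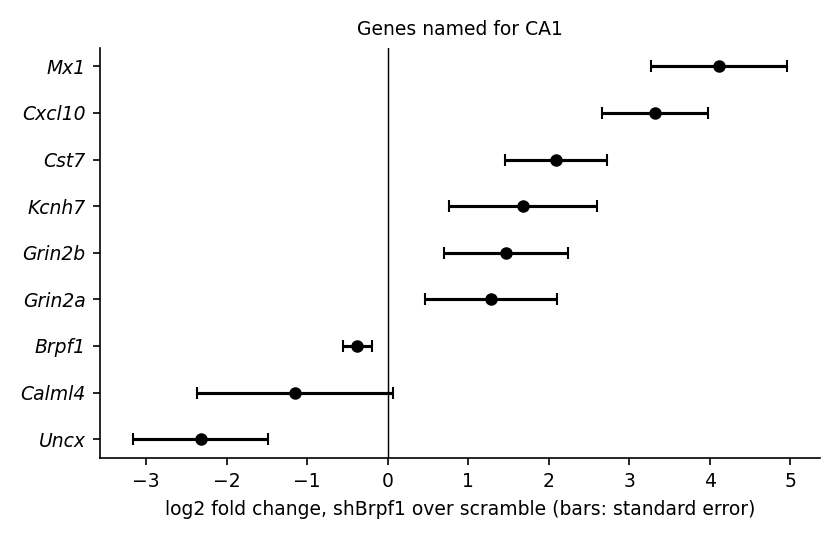
Log2 fold change of 9 genes in CA1 tissue, shBrpf1 over scramble, with bars for the standard error. Mx1, Cxcl10 and Cst7 lie farthest right and Uncx farthest left, and Calml4 has the longest bar.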

We then selected genes related to learning and memory from DEGs and verified them by RT-qPCR (Figures 5C,D). The results showed that glutamate ionotropic receptor NMDA-type subunit 2A (*Grin2a*) and C–X–C motif chemokine ligand 10 (*Cxcl10*) were significantly upregulated, while 5-hydroxytryptamine receptor 1D (*Htr1d*) and glycine receptor alpha 1 (*Glra1*) were significantly downregulated. Gr*in2a*-encoded protein is a subunit of N-methyl-D-aspartate (NMDA) receptor, the activation of which results in a calcium influx into postsynaptic cells (Franchini et al., 2020). *Cxcl10* could modulate neuronal activity and plasticity in the hippocampus (Kodangattil et al., 2012). Upregulation of *Cxcl10* could occur in response to synaptic degeneration (Fuchtbauer et al., 2011). *Htr1d* regulates the release of 5-hydroxytryptamine (5-HT), one of the main neurotransmitters in the brain, and thereby affects neural activity (Weinshank et al., 1992). *Glra1* mediates postsynaptic inhibition in the spinal cord and other areas of the central nervous system (Nakahata et al., 2017). Collectively, *Brpf1* mild knockdown in the hippocampus led to dysregulated gene expression related to synaptic function.

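Genes of ion channels and receptors were mostly higher in shBrpf1 CA1 tissue, with small list medians, as were genes with long models in general. Of 35 potassium channel genes 28 were higher (median log2 fold change 0.25, camera, adjusted p = 1.82e-05), among them Kcnq3, which carries the M current, at 1.2996 (standard error 0.64) and Kcnma1, a calcium-activated channel, at 0.77 (standard error 0.41). Of 25 glutamate receptor genes 17 were higher (median 0.21, adjusted p = 0.0221), with the AMPA receptor subunit Gria3 at 154 ± 46.6 CPM (SD, n = 3) in scramble and 209 ± 43.3 CPM (n = 3) in shBrpf1 tissue, a log2 fold change of 0.44 (standard error 0.26), and the metabotropic receptor Grm5 at 0.52 (standard error 0.32). Of 18 GABA and glycine receptor genes 16 were higher (median 0.26, adjusted p = 0.00458), with Gabrg3 at 1.02 (standard error 0.59) and Gabrb1 at 0.84 (standard error 0.52). Of 27 sodium and calcium channel genes 20 were higher (median 0.20, adjusted p = 0.0116), with Scn2a, the sodium channel of axon initial segments, at 0.42 (standard error 0.28). Of 32 postsynaptic density genes 23 were higher (median 0.14, adjusted p = 0.0295), with Homer2 at 0.69 (standard error 0.30) and Dlgap2 at 0.59 (standard error 0.33), while Cacng5, an auxiliary subunit of AMPA receptors, was at 26.6 ± 6.19 and 12.4 ± 3.99 CPM, a log2 fold change of -1.10 (standard error 0.28) that passed the threshold. Of 33 genes of presynaptic release 22 were higher (median 0.07, adjusted p = 0.122), with the active zone scaffold Pclo at 0.63 (standard error 0.36). Each list that passed had an adjusted p of 0.687 with an estimated correlation, and 0 members passed when adjusted over the list alone or over all genes.
Fold changes in CA1 rose with the length of the gene model, from a median of -0.25 in the tenth of genes with the shortest models (median 686 bases) to 0.28 in the tenth with the longest (7569 bases). Once each library's trend with length was removed, the medians were 0.06 for potassium channels, 0.06 for glutamate receptors, 0.17 for GABA and glycine receptors, 0.03 for sodium and calcium channels and -0.01 for the postsynaptic density, and of these lists potassium channels and GABA and glycine receptors passed. Microglia markers (0.166) and choroid plexus markers (-0.977) passed after the removal, which they did not before it. Without scramble replicate 1 the medians of glutamate receptors (0.03), GABA and glycine receptors (0.10), sodium and calcium channels (0.07) and potassium channels (0.13) were lower, and without shBrpf1 replicate 1 they were 0.09, 0.16, 0.14 and 0.16. Of these only potassium channels passed without either library. The postsynaptic density did not pass without scramble replicate 3 (0.08), shBrpf1 replicate 1 (0.04) or shBrpf1 replicate 3 (0.17), and was at 0.22 without shBrpf1 replicate 2. Potassium channels were at 0.41 without scramble replicate 3, and sodium and calcium channels at 0.37 without scramble replicate 2. Presynaptic release passed without scramble replicate 3 (0.19) or shBrpf1 replicate 2 (0.21), and its median was -0.02 without scramble replicate 1 and -0.01 without shBrpf1 replicate 3. Cacng5 ended just under the threshold without scramble replicate 1 (-0.93) or shBrpf1 replicate 1 (-0.91). The threshold was passed by Kcnq3 (1.93), Kcnma1 (1.18) and Homer2 (1.01) without scramble replicate 2, and by Kcnq3 (1.69), Kcnma1 (1.06), Gabrg3 (1.42) and Gabrb1 (1.23) without shBrpf1 replicate 3.
Complement and synapse-elimination genes were higher in 16 of 20 cases (median 0.22, adjusted p = 0.0340), and C4b, the complement gene that tags synapses, had 77.0 ± 19.2 and 140.2 ± 62.1 CPM and a log2 fold change of 0.86 (standard error 0.31). Csmd1, a complement inhibitor, and Cx3cr1, a chemokine receptor of microglia, had 0.52 (standard error 0.35) and 0.30 (standard error 0.17). All 19 immediate early genes of neuronal activity were higher (median 0.28, adjusted p = 0.00458), with Egr3 at 0.64 (standard error 0.23), Fosl2 at 0.55 (standard error 0.21), Nr4a3 at 1.13 (standard error 0.48) and the growth factor Bdnf at 0.42 (standard error 0.20). Both lists had an adjusted p of 0.687 with an estimated correlation and 0 members that passed when adjusted over the list alone. The complement median was 0.19 without scramble replicate 2, where the list did not pass, -0.02 without scramble replicate 3, -0.04 without shBrpf1 replicate 2 and 0.40 without shBrpf1 replicate 3. C4b passed the paper's threshold without scramble replicate 1 (1.08), shBrpf1 replicate 1 (1.02) or shBrpf1 replicate 3 (1.02), and was at 0.44 without shBrpf1 replicate 2. The immediate early median was -0.12 without scramble replicate 2, 0.01 without shBrpf1 replicate 1 and -0.02 without shBrpf1 replicate 3, and it was 0.49 without scramble replicate 1 and 0.62 without shBrpf1 replicate 2. Egr3 was at 0.41 without shBrpf1 replicate 1, and Nr4a3 missed the threshold with replicate number as a block (1.11) and without scramble replicates 1 (0.78) or 2 (1.26) or shBrpf1 replicate 1 (0.60).
Oligodendrocyte markers were lower in 20 of 20 cases (median -0.37, adjusted p = 1.97e-06), with the myelin genes Mbp at -0.51 (standard error 0.25) and Mog at -0.47 (standard error 0.24), and ribosomal protein genes in 36 of 36 (median -0.31, adjusted p = 6.32e-11), with Rps29 at -0.42 (standard error 0.21). Both had an adjusted p of 0.687 with an estimated correlation. Within replicate number 2 only 1 of the 20 oligodendrocyte markers was lower. Their median log2 ratios within numbers 1, 2 and 3 were -0.70, 0.15 and -0.61. The oligodendrocyte median was -0.22 without scramble replicate 3 and -0.15 without shBrpf1 replicate 1, and the ribosomal one -0.11 without scramble replicate 1 and -0.51 without scramble replicate 2, all of them still past the test. Of the 13 genes encoded by the mitochondrial genome 12 were lower (median -0.24, adjusted p = 0.00312, and 0.687 with an estimated correlation), with ND2 at -0.31 (standard error 0.22). They did not pass without scramble replicate 1 (-0.02) or shBrpf1 replicate 3 (-0.16), and were at -0.36 without scramble replicate 2. Once the trend with length was removed the medians were -0.28 for oligodendrocytes, -0.09 for ribosomal proteins and -0.06 for mitochondrial genes, and the mitochondrial list no longer passed.
Lists of markers of the hippocampal fields had medians of either sign, and the difference between the lists was not tested. Of 11 markers of dentate granule cells 10 were higher (median 0.26, adjusted p = 0.0212), and of 9 markers of CA1 pyramidal neurons 7 were higher (median 0.24, adjusted p = 0.0312), with Zbtb20 at 6.42 ± 3.97 and 17.9 ± 12.5 CPM and a log2 fold change of 1.48 (standard error 0.74). Of 11 markers of CA2 and CA3 8 were lower (median -0.32, and -0.196 in edgeR, adjusted p = 0.0295), among them Cacng5. These 3 lists had an adjusted p of 0.687 with an estimated correlation. Over the list alone only Cacng5 passed, which it did not with replicate number as a block, and over all genes 0 did. The dentate list did not pass once the trend with length was removed (0.12), nor without scramble replicate 1 (0.15), scramble replicate 3 (0.26), shBrpf1 replicate 1 (0.22) or shBrpf1 replicate 2 (0.21), and was at 0.56 without scramble replicate 2 and 0.50 without shBrpf1 replicate 3. The CA1 list did not pass without scramble replicate 2 (0.47), scramble replicate 3 (0.03) or shBrpf1 replicate 1 (0.17), and was at 0.48 without scramble replicate 1 and 0.42 without shBrpf1 replicate 2. The CA2 and CA3 list did not pass without scramble replicates 2 (-0.40) or 3 (-0.18), and was at -0.19 without shBrpf1 replicate 2. Zbtb20 passed the paper's threshold without shBrpf1 replicate 3 (1.97). Of 12 genes of BRPF1 and related acetyltransferase complexes 9 were higher (median 0.16, adjusted p = 0.119). Of these 12, Jade2 was at 0.31 (standard error 0.15) and Ing4 at -0.22 (standard error 0.15). The list passed as higher without scramble replicate 2 (0.24).
The paper selected Grin2a, Cxcl10, Htr1d and Glra1 from its sequencing and found them altered by RT-qPCR. From this and from their known roles, it concludes that mild knockdown of Brpf1 in the hippocampus dysregulates genes related to synaptic function.

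**Figure D10:**
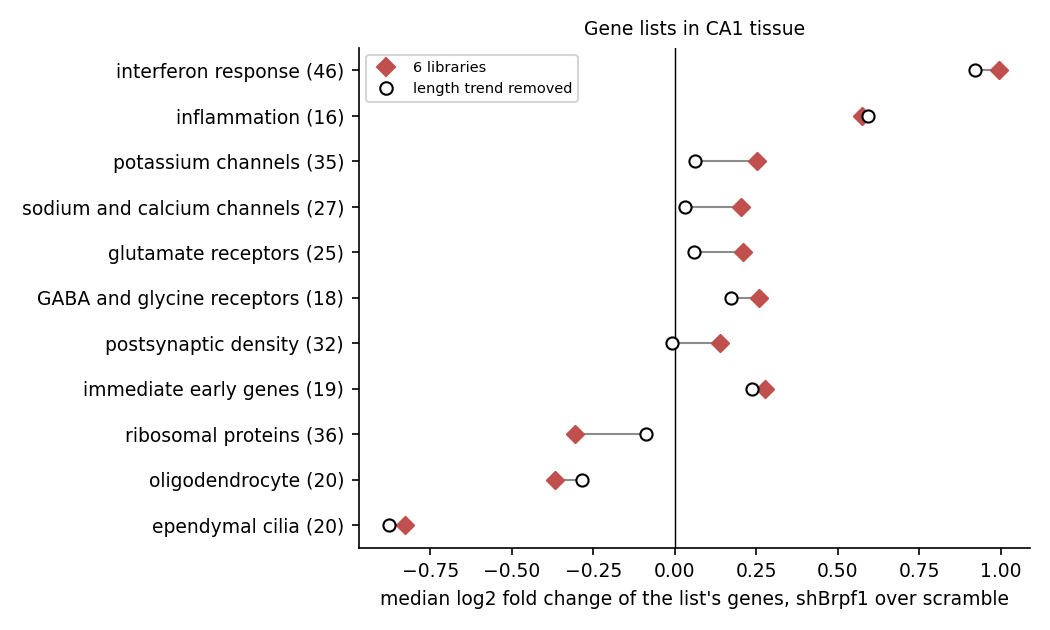
Median log2 fold change of the genes of each list in CA1 tissue (filled), and the same once each library's trend with gene length was removed (open). Channel and receptor lists and ribosomal proteins move toward 0, while interferon, inflammation, oligodendrocyte and ependymal lists stay near their places.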

**FIGURE 5:**
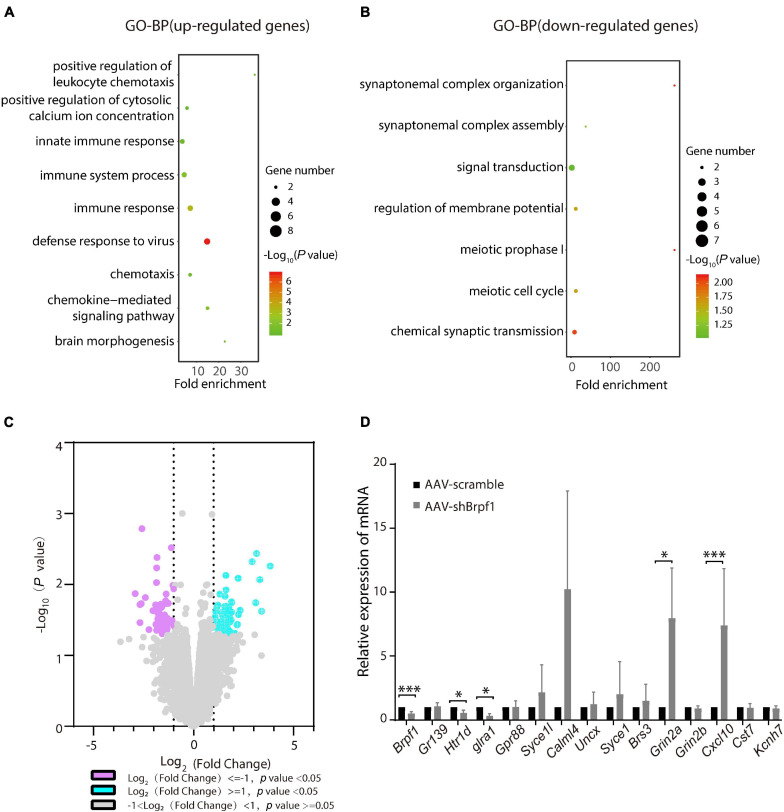
Hippocampus-specific knockdown of *Brpf1* regulated the expression of genes related to synaptic function. **(A,B)** Bubble plots represented GO-BP of upregulated genes [log_2_(fold change) ≥ 1 and *p* < 0.05] and downregulated genes [log_2_(fold change) ≤ –1 and *p* < 0.05] derived from mRNA-Seq analysis of three pairs of stereotactic injected CA1 tissue, respectively. Dot size reflected gene number; color indicated –log_1__0_P. **(C)** Volcano plot of DEGs from mRNA-Seq similar to **(A,B)**. **(D)** Selected DEGs were validated by RT-qPCR (AAV-scramble group, *n* = 3 mice; AAV-shBrpf1 group, *n* = 3 mice). ^∗^*p* < 0.05, ^∗∗∗^*p* < 0.001.

## Discussion

Accumulating clinical studies have reported totally 40 cases of patients with *BRPF1* monoallelic mutations, with symptoms such as intellectual disability, developmental delay, and epilepsy (Mattioli et al., 2017; Yan et al., 2017, 2020; Baker et al., 2019; Pode-Shakked et al., 2019). In this study, we found that 50% knockdown of mouse *Brpf1* reduced mEPSC frequency of primary cultured hippocampal neurons *in vitro* (Figure 2), before any significant effect showed on the neuronal dendritic morphology (Figure 1). In addition, *Brpf1* mild knockdown showed a decreasing trend on the learning and memory ability of mice (Figure 4). The underlying molecular mechanism may involve dysregulated genes related to learning, memory, and synaptic transmission (Figures 3, 5).

The imbalance of excitatory/inhibitory neural circuits is closely related to diseases with learning and memory deficits. In this study, we found that *Brpf1* mild knockdown reduced the frequency but not the amplitude of mEPSCs in cultured hippocampal neurons. Similarly, another group showed that forebrain-specific heterozygous knockout of *Brpf1* caused a significant decrease in the frequency and less significant decrease in the amplitude of hippocampal mEPSCs using acute brain slices at P30 (Su et al., 2019). The discrepancy of the effect of *Brpf1* on the amplitude of mEPSCs may be due to different models (primary cultured hippocampal neurons vs. acute hippocampal slices) and ages (E17.5–E18.5 vs. P30). It could be possible that the effect of *Brpf1* haploinsufficiency (50% knockdown) on the amplitude of mEPSCs in hippocampal neurons gradually becomes obvious as mice grow, but the effect on the frequency of mEPSCs is already significant as early as E17.5–E18.5. In addition, *Brd1*+/− (also known as *Brpf2*) pyramidal neurons showed decreased frequency of spontaneous IPSCs and mIPSCs (Qvist et al., 2017a). Interestingly, *Brd1* has been implicated in the pathogenesis of schizophrenia and bipolar disorder (Severinsen et al., 2006; Fryland et al., 2016; Qvist et al., 2017a). Besides *BRPF1*, related histone acetyltransferases *MOZ* and *MORF* were also found mutated in patients with abnormal neurodevelopment and intellectual disability (Gannon et al., 2015; Tham et al., 2015; Kennedy et al., 2019; Zhang et al., 2020); however, no studies of their effect on the electrophysiology of neurons have been reported.

The mild knockdown of *Brpf1* led to significant changes in electrophysiological properties before any major influence showed in dendritic morphology. Thus, we performed mRNA-Seq analysis to mainly explain the change in electrophysiology. The analysis revealed that *C1ql1* and *Gpr17* were significantly downregulated. *C1ql1* plays an important role in the formation and maintenance of synapses in the central nervous system (Yuzaki, 2017). Relatedly, *C1q* tagging of synapses is pivotal in synaptic pruning and prevalent in the developing brain (Stevens et al., 2007; Li and Barres, 2018). Montelukast (targets leukotriene receptors GPR17 and CysLTR1) could improve learning and memory in old rats (Marschallinger et al., 2015). In addition, *Gpr17* is a functional receptor that involves the generation of outward K^+^ currents in the signal transduction pathway and can reduce neuronal overexcitement in the brain (Pugliese et al., 2009). The association of the decreased frequency of mEPSCs in primary hippocampal neurons caused by *Brpf1* mild knockdown and possible dysregulated synaptic elimination by *C1q* is an inspiring finding that merits further investigations.

A change in mEPSC frequency often indicates presynaptic release in probability alternations, whereas a change in mEPSC amplitude often indicates postsynaptic receptor function or/and number alternations. 

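Cck, a neuropeptide gene, was at 73.1 ± 58.8 CPM (SD, n = 3) in scramble and 94.9 ± 55.2 CPM (n = 3) in shBrpf1 neurons. The log2 fold change was 0.38 with a standard error of 0.65. The vesicle protein gene Syt4 was at 117 ± 105 and 102 ± 33.8 CPM, a log2 fold change of -0.20 with a standard error of 0.67. Neither passed the paper's threshold in edgeR. Cck was at -0.03 without scramble replicate 2 and -0.21 without shBrpf1 replicate 1, and Syt4 was at 0.80 without scramble replicate 1 and at 0.19 with replicate number as a block.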

As revealed by the enrichment analysis of the DEGs from shBrpf1 vs. scramble infected primary hippocampal neurons (Supplementary Table 3), upregulated genes Cck and Syt4 were involved in “positive regulation of glutamate secretion”. Cck regulates gastric acid secretion and food intake (Miyasaka et al., 2005), while Syt4 serves as Ca^2+^ sensors in the process of vesicular trafficking and is thought to function as an inhibitor of neurotransmitter release (Littleton et al., 1999). Both do not act directly in glutamate secretion. Also, five upregulated genes, namely, Pnoc, Fgf14, Cacnb2, Sv2b, and Htr2c, were involved in “chemical synaptic transmission”. 

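Of these 5 genes, 3 were higher and 2 lower in shBrpf1 neurons, and none passed the test. Fgf14, which regulates sodium channels, was at 20.0 ± 11.1 CPM (SD, n = 3) in scramble and 26.2 ± 12.8 CPM (n = 3) in shBrpf1 neurons, a log2 fold change of 0.39 (standard error 0.53). The calcium channel subunit gene Cacnb2 had 0.19 (standard error 0.53), and the synaptic vesicle gene Sv2b, at 274 ± 206 and 278 ± 183 CPM, had 0.02 (standard error 0.91). Pnoc, the precursor of nociceptin, had -0.46 (standard error 1.17), and the serotonin receptor gene Htr2c -0.42 (standard error 1.16). With replicate number as a block Pnoc was at 0.08. The direction changed without scramble replicate 1 for Pnoc (1.39) and Htr2c (0.02), and without shBrpf1 replicate 2 for Htr2c (0.06). It also changed without scramble replicate 2 for Cacnb2 (-0.20) and Sv2b (-0.50), without shBrpf1 replicate 1 for Fgf14 (-0.09), Cacnb2 (-0.16) and Sv2b (-0.08), and without shBrpf1 replicate 3 for Sv2b (-0.48).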

Pnoc is crucially in the neurobiological regulation of stress-coping behavior and fear (Koster et al., 1999); Fgf14 is involved in the regulation of Purkinje cell firing by altering the expression of Nav1.6 channels (Shakkottai et al., 2009); Cacnb2 variation is associated with functional connectivity in the hippocampus in bipolar disorder (Liu et al., 2019); and Sv2b deficiency did not affect glutamatergic or GABAergic transmission (Venkatesan et al., 2012). They also do not have significant roles in glutamate secretion. How *Brpf1* deficiency affects presynaptic alternations will need more investigations.

Interestingly, decreased frequency of mEPSCs caused by *Brpf1* mild knockdown was associated with a tendency of reduction on learning and memory ability in young adult mice. Patients with *BRPF1* monoallelic mutations would only have half expression of BRPF1 throughout development and into the postnatal life. Our finding was derived from acute knockdown conditions, and the effect was mild and limited. This is consistent with previous studies showing that both *Brpf2* heterozygotes and *Brpf1* forebrain-specific heterozygous knockout mice exhibited learning, memory, and cognitive dysfunction (Qvist et al., 2017b; Su et al., 2019). Our findings further supported that only half reduction of the *Brpf1* dose could affect excitatory synaptic transmission and further impair learning and memory ability.

At the molecular level, the expression of *Cxcl10* and *Grin2a* increased significantly upon *Brpf1* mild knockdown. *Grin2a* is a subunit of the NMDA receptor, which is permeable to Na^+^, K^+^, and Ca^2+^, thereby regulating signal transduction pathways (Sanders et al., 2018). NMDA receptors are involved in long-term potentiation and activation of those receptors results in a calcium influx into postsynaptic cells (Franchini et al., 2020). Patients with *GRIN2A* mutations began to develop neurological abnormalities 1 year after birth and were often accompanied with epilepsy (Pierson et al., 2014). *Cxcl10* could induce apoptosis and death of hippocampal neurons (Sui et al., 2006; van Weering et al., 2011). Acute exposure to *Cxcl10* altered neuronal signaling properties and reduced long-term potentiation in mouse adult hippocampal slices. It also altered spontaneous synaptic network activity, spike firing, and intracellular Ca^2+^ levels in cultured hippocampal neurons (Nelson and Gruol, 2004; Vlkolinsky et al., 2004; Cho et al., 2009). In addition, *Glra1* and *Htr1d* were significantly downregulated upon *Brpf1* mild knockdown (Figure 5D). *Glra1* homozygous mutant mice showed complex motor dysfunction (Kling et al., 1997), and there was no glycine-induced current and IPSC in all bipolar cells of *Glra1*-deficient mice (Ivanova et al., 2006). *Htr1d* regulates the release of 5-HT, one of the main neurotransmitters in the brain, and thereby affects neural activity (Weinshank et al., 1992). Its mutations often led to attention-deficit/hyperactivity disorder (Li et al., 2006). Collectively, *Brpf1* mild knockdown in the hippocampus *in vivo* led to dysregulated gene expression related to synaptic function. A more direct link between these genes and *Brpf1* merits further investigations.

In summary, our results indicated that *Brpf1* plays an important role in mouse hippocampal neurons, including attenuation of electrophysiological activity, impairment of learning and memory, and changes in gene regulation, which might partially explain the mechanism of *BRPF1* mutations causing intellectual disability in children.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: Gene expression data are available at GEO with the accession number: GSE174600 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174600).

## Ethics Statement

The animal study was reviewed and approved by local committees of the guidelines of the laboratory animals at Fudan University (Shanghai, China).

## Author Contributions

WX initiated and performed most of the experiments. JC finished the project. XY performed the stereotactic injections and helped analyze the data. WX, JC, and XY designed the experiments and analyzed the data. GW, QJ, and HZ helped collect and analyze the data. WX, JC, and LY co-wrote the manuscript. GZ and LY conceived the idea and supervised the study. All the authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Deficiency of Intellectual Disability-Related Gene Brpf1 Attenuated Hippocampal Excitatory Synaptic Transmission and Impaired Spatial Learning and Memory Ability
**Source:** Front Cell Dev Biol. 2021 Aug 17;9:711792. doi: 10.3389/fcell.2021.711792
**Supplement:** Supplementary file 1

Table S1 Primer sequence

| Primer name | | Primer sequence |
| --- | --- | --- |
| shRNA | sense | GGCTTACCGCTACTTGAACTT |
|  | antisense | AAGTTCAAGTAGCGGTAAGCC |
| GAPDH | F | AGGTCGGTGTGAACGGATTTG |
|  | R | TGTAGACCATGTAGTTGAGGTCA |
| mBrpf1 | F | ATGCAGCTGACCCCTTTCCT |
|  | R | CACTGCTGCCCTGTAGAAGA |
| *Gpr139* | F | CCATTACCTCCATCTTCGCCA |
|  | R | CCAGCCAAGGGTTCTGGAT |
| *Htr1d* | F | CATCCCTCCGCTCTTCTGG |
|  | R | AGCCTGTGATAAGCTGTGCC |
| *Glra1* | F | CCTCCCTACCCAAGGTGTC |
|  | R | ATGGGGCTCTTGTGATGTCG |
|  | R | GCCCGAGTACAGGAGAGAC |
| *Calml4* | F | TCTTCTGGTGTCCATGAGGTG |
|  | R | GAAGTCCAGCTCTCCGTTCTT |
| *Uncx* | F | ACCCGCACCAACTTTACCG |
|  | R | TGAACTCGGGACTCGACCA |
| *Syce1l* | F | CCAGATTGAGGACCTGATCCAC |
|  | R | TTCCTGGAGTGCTTGAGCCTCT |
| *Syce1* | F | AGACTGTCTGGGACAACCTGCA |
|  | R | GTGCCTCACTTTCCTTCTCCTG |
| *Brs3* | F | GGCAGAAGGATGGCTGTTTGGA |
|  | R | CTCAAGTGGCTTCACGACTGCT |
| *Grin2a* | F | ACGTGACAGAACGCGAACTT |
|  | R | TCAGTGCGGTTCATCAATAACG |
| *Grin2b* | F | GCCATGAACGAGACTGACCC |
|  | R | GCTTCCTGGTCCGTGTCATC |
| *Cxcl10* | F | CCAAGTGCTGCCGTCATTTTC |
|  | R | GGCTCGCAGGGATGATTTCAA |
| *Cst7* | F | GGAGCTGTACTTGCCGAGC |
|  | R | CATGGGTGTCAGAAGTTAGGC |
| *Kcnh7* | F | CTTCGGAGAAGGCGATTGTCCT |
|  | R | CGAAGTGCTTCTTGGAACTCTGG |
| *Efna1* | F | CTTCACGCCTTTTATCTTGGGC |
|  | R | TGGGGATTATGAGTGATTTTGCC |
| *Mag* | F | CTGCCGCTGTTTTGGATAATGA |
|  | R | CATCGGGGAAGTCGAAACGG |
| *C1ql1* | F | GCACGGCCACCTATACCAC |
|  | R | CCGCATCGTAGTTGTTGCCT |
| *Gpr17* | F | CACCCTGTCAAGTCCCTCAAG |
|  | R | GTGGGCTGACTAGCAGTGG |
| *Zfp488* | F | CAGGACTCATCACCACTGTGGA |
|  | R | CCTGGAAAGCATTGCAGAGGAG |
| *Rapsn* | F | GTGGATGAAGGTGCTGGAGAAG |
|  | R | CCGAGCAGTATCAATCTGGACC |

How the deposited data were processed for this re-analysis (not part of the article)

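RNA was measured in 12 libraries, 3 for each of 4 groups: cultured hippocampal neurons infected with the scramble or the shBrpf1 virus, and CA1 tissue injected with either virus. Groups and replicate numbers follow the sample labels. For the cultured neurons the labels differ from the paper on the age of the embryos, and the paper's ages are given here. According to the paper, the authors removed adapters and low-quality fragments, aligned the reads with STAR to the mouse genome (release-98) and counted known genes with StringTie. The sample labels give mm9 as the build. Versions, strand settings and the treatment of reads that align to several places are not stated. Each library's table holds whole-number counts, with no normalization, for 27179 NCBI gene IDs, and a length for each gene that is identical in all 12 tables.

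Gene IDs were named by the RefSeq gene table of GRCm38.p6 (25275 IDs), GENCODE release M21 (18 IDs) and the paper's Tables S2 and S4 (58 IDs). The 1828 IDs without a name hold 1.44% of the counts and were tested under their numbers. Coordinates are from GENCODE release M21 on GRCm38. The shRNA sequence and its reverse complement were searched in all transcripts of that release with 0 to 3 mismatches.

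The main comparison used edgeR 4.0.16 in R 4.3.3. Genes with at least 10 counts in at least 3 of the 6 libraries of an experiment were kept, normalized by TMM and tested with a quasi-likelihood fit with robust dispersions, with 1 mean per group. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The paper's threshold is a log2 fold change of at least 1 or at most -1 with an unadjusted p under 0.05, and p was also adjusted by the method of Benjamini and Hochberg over all tested genes. Levels are CPM computed from the TMM-scaled library sizes.

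Gene lists of pathways, cell types and complexes were written before the data were examined, 48 in all, of which some hold the genes of the paper's Tables S3 and S5. Lists with at least 5 tested genes were tested with camera on limma-voom values (limma 3.58.1) at a preset correlation of 0.01, and p was adjusted over the lists of an experiment. The same lists were tested with an estimated correlation and with fry. Some of the lists share genes, such as C1ql1 (oligodendrocyte precursors and C1q-like genes) and Cacng5 (CA2 and CA3 markers and the postsynaptic density), and the results of the lists described in the text are given there.

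Genes are named in the text by a rule fixed before the data were examined. It takes the genes the paper names, the 10 largest rises and 10 largest falls at the paper's threshold whose groups do not overlap and whose higher group has a mean of at least 1 CPM, up to 10 genes with the lowest adjusted p under 0.05, and up to 4 members with the lowest p of each list described. The values in the paper's tables and figures had been seen when the rule was written. Some genes that the rule takes are not reported here.

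Whether replicate numbers pair the libraries was tested by correlating, across genes, each library's departure from its group's mean. In neurons the libraries of the same number correlated at 0.519, 0.866 and 0.826, and those of different numbers at -0.734 to -0.174, so the numbers, which come from the sample labels, were taken as pairs. The replicate block was one of the alternatives. The others set before the data were examined were DESeq2's size factors in edgeR, the Wald test of DESeq2 1.42.0, limma-voom, no filter, a filter of at least 50 counts in at least 3 libraries, leaving out each library in turn, and a joint fit of all 12 libraries. Alternatives chosen after seeing the data were DESeq2 with the replicate block, limma-voom on genes with a CPM above 0.5 in at least 2 libraries, the neurons without the third pair of libraries, a replicate block together with an estimated correlation, and the removal of each library's trend with gene length by a lowess curve. A grid of 156 combinations of samples, filters, blocks and tests was run to see where counts near the paper's arise, and no setting was chosen from it. The difference between the 2 experiments was tested as an interaction in a fit of all 12 libraries.

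Counts were also simulated with the means, depths and dispersions of these libraries and known changes, to see which share edgeR recovers. Between replicates of a group the counts vary far more than counting alone gives, with a chi-square per degree of freedom of 43.0 to 269. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 with numpy 2.4.6. The electrophysiology, imaging, behaviour and RT-qPCR were not analysed here.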

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

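The tests of the oligodendrocyte-precursor genes and of the channel, receptor and ribosomal protein lists were chosen only after the results were seen.

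In cultured neurons the median of 20 oligodendrocyte-precursor genes (log2 CPM) was lower in shBrpf1 than in scramble by -3.03 in the first pair of libraries and -0.42 in the second, and differed by 0.02 in the third. Cultures that hold different amounts of these cells whatever the shRNA cannot be told apart from an effect of the shRNA here. The scramble libraries spread over 1.90, which is 1.102 times the mean difference in the first 2 pairs, but libraries of the same number share that spread (7.25 and 7.26 in the third pair), so it says nothing about a difference within a pair, and each group has 1 library per pair. A deeper loss of Brpf1 mRNA in those pairs is the other explanation tested. The Brpf1 difference (log2) was 0.21 and -0.08 in the first 2 pairs and -0.24 in the third, where a deeper loss calls for the reverse order. The mean of the first 2 pairs lay above the third by 0.306. This is just past the gap between those 2 pairs, which was the bound written against this explanation. The measured values thus show no deeper loss in those pairs. With 1 library per group in each pair, the margin is too small to exclude one. An effect of Brpf1 on the lineage stays open, and no count of cells is available here.

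In CA1 the median log2 fold change rose from -0.25 in the tenth of genes with the shortest models, where 19.9% of genes were higher, to 0.28 in the tenth with the longest, where 91.4% were. A bias by length between libraries may account for much of the change in the lists of sodium and calcium channels, potassium channels, glutamate receptors and ribosomal proteins, whose medians kept shares of 0.159, 0.248, 0.279 and 0.290 once each library's trend with length was removed. For GABA and glycine receptors the share was 0.666, so most of their change stays open, and with GABA and glycine receptors included the median share was 0.279. After the removal GABA and glycine receptors (adjusted p = 0.0163), potassium channels (0.0423) and ribosomal proteins (0.000586) still passed at the preset correlation of 0.01. None of these lists passed with an estimated correlation before the removal (adjusted p = 0.687), so whether length is the whole cause stays open. Grin2a, Grin2b and Kcnh7 had log2 fold changes of 1.28, 1.47 and 1.68, and with all libraries none passed the paper's threshold. Genes matched to them on length and expression had a median of 0.112, and genes matched on genomic span 0.237. All 3 stood at percentile 100 among the genes matched on length, but they were picked by the paper from the same libraries. By the bound set in advance for this test, both matched medians were low enough to count against a bias by length or by span. That bound left out the standard errors of the 3 genes, which are 0.81, 0.78 and 0.92. With these taken into account, a bias by length or by span cannot be told apart from another cause for them. By genomic span, the median of long minus short genes was -0.71, 0.20 and -0.12 in the scramble libraries and 0.38, 0.37 and -0.15 in the shBrpf1 libraries, so the libraries of each group also differ among themselves. Grin2a follows this order in part, at 7.30, 61.6 and 23.8 CPM in scramble and 113, 89.7 and 23.3 CPM in shBrpf1, as do the nuclear RNAs Malat1 (251, 946 and 488 CPM, and 580, 1024 and 397 CPM) and Meg3 (550, 2287 and 1290 CPM, and 1313, 2606 and 1305 CPM), so a state of the libraries that moves these genes more than the matched ones stays open. What shifted the libraries stays open, and a change in the tissue itself was not tested.

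Some lists moved apart in the 2 experiments, by camera on the difference of the effects (adjusted p under 0.05 at the preset correlation for 14 of 45 lists, and for 0 with an estimated correlation, where the lowest adjusted p was 0.257). The median of CA1 minus neurons was 1.33 for interferon genes, 1.26 for oligodendrocyte precursors, 0.63 for inflammation, 0.49 for immediate early genes, 0.42 for complement and synapse elimination and 0.33 for astrocytes. It was -1.09 for ependymal cells, -0.46 for CA2 and CA3 markers, -0.46 for pan-neuronal genes, -0.37 for mitochondrial genes, -0.24 for cholesterol synthesis and -0.23 for ribosomal proteins.

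In CA1 data that the paper does not discuss, medians were -0.82 for genes that collect ribosomal RNA reads, -0.83 for ependymal cells, -0.37 for oligodendrocytes, -0.31 for ribosomal proteins and -0.24 for mitochondrial genes. All 447 genes of chromosome 13 that have counts in every neuron library are listed at 0 in the CA1 libraries. Ttr reached 4652 CPM in CA1 scramble replicate 1 and 2989 CPM in CA1 shBrpf1 replicate 2. Xist stood at 782 and 781 CPM in the third CA1 scramble and shBrpf1 libraries. Rn45s stood at 37992 CPM in the third scramble library of the neurons.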

How the results depend on the processing

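The alternatives that leave out the third pair of neuron libraries, that join DESeq2 or an estimated correlation with the replicate block, that put limma-voom on genes with a CPM above 0.5 in 2 libraries or that remove the trend with gene length were chosen only after the data were seen. Another pseudocount was set for normalized values and was not run on counts. A gene under the count minimum in a setting has no value there. The cause of the changes below was not tested, except that no filter and the stricter filter test more and fewer genes, and that settings without a library or a pair hold fewer samples.

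Named genes in CA1 did not change direction in any setting. Of their 818 values under alternatives set in advance 726 kept their side of the paper's threshold, 71 fell short of it and 21 newly passed it. In neurons 602 of 685 values kept direction and side, 34 fell short, 15 newly passed and 34 reversed. For gene lists 160 of 240 values in CA1 (62, 6 and 12) and 117 of 210 in neurons (56, 9 and 28) did. Under alternatives chosen later the same holds for 179 of 195 (14, 2 and 0), 321 of 375 (19, 14 and 21), 20 of 48 (23, 2 and 3) and 44 of 63 values (16, 0 and 3), in that order of CA1 genes, neuron genes, CA1 lists and neuron lists.

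At an adjusted p under 0.05 the count of genes in neurons was 0 under every alternative set in advance, and 1 with DESeq2 and the replicate block and 1 with DESeq2 without the third pair. In CA1 it was 3 with DESeq2, 9 with DESeq2 and the replicate block, and 0 elsewhere. For the difference between the experiments it was 0 in all settings, the one without chromosomes 13 and Y included.

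At the paper's threshold the 8 higher and 1 lower genes of the neurons became 8 and 1 with DESeq2's size factors, 11 and 6 with DESeq2, 4 and 1 with limma-voom, 23 and 32 without a filter, 3 and 0 with the stricter filter, and 13 and 26 in the joint fit. They became 24 and 26 with DESeq2 and the replicate block, 1 and 1 with limma-voom on genes with a CPM above 0.5, and 8 and 0 without the length trend. Without the third pair they were 10 and 12 with edgeR, 31 and 70 with the replicate block, 24 and 64 with DESeq2, and 2 and 13 with limma-voom. Without 1 library the counts ran from 0 (shBrpf1 1) to 38 (scramble 2) and from 1 (scramble 1) to 62 (shBrpf1 3). The 53 and 22 genes of CA1 became 85 and 66 without a filter, 20 and 4 with the stricter filter, 32 and 10 in the joint fit, and 82 and 29 with DESeq2 and the replicate block. They stayed within 1.5 times in the other settings with all libraries. Without 1 library they ran from 20 (shBrpf1 2) to 238 (scramble 2) and from 11 (scramble 1 or shBrpf1 1) to 202 (shBrpf1 2). The shared count of both experiments, 0, was 2 without a filter.

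Gene lists at an adjusted p under 0.05 numbered 0 in both experiments with an estimated correlation, with fry, and with the replicate block and an estimated correlation. In neurons, where 19 passed, they numbered 8 (without shBrpf1 1) to 24 (without shBrpf1 2) when 1 library was left out.

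With the replicate block the neurons had 25 higher and 26 lower genes, the shared count was 1, Mag was at -0.87, Syt4 at 0.19 and Pnoc at 0.0802, Efna1 and Eomes newly passed the threshold, the glutamate receptor list newly passed and the list of genes that collect ribosomal RNA reads did not. The lists of immediate early genes (adjusted p 0.0415), mitochondrial genes (0.0158), inflammation (0.0158) and striatal markers (0.0402) newly passed too. In CA1 same-numbered libraries correlated at -0.321, 0.139 and 0.348, so the numbers are not shown to pair the libraries. The paper speaks of pairs of tissue, and Xist is high in both libraries of number 3 alone, so a pairing by mouse is not excluded either. With the block CA1 had 60 higher and 26 lower genes and 22 lists, and Tekt4, Ctxn3 and Nr4a3 were no longer called.

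Values that changed sign with other tests were those of Mag, Syt4 and Pnoc in neurons, at -1.39, 0.18 and 0.30 with limma-voom, at -1.12, 0.20 and 0.15 with DESeq2 and the replicate block, and at -1.39, 0.18 and 0.31 with limma-voom on genes with a CPM above 0.5. Without the third pair Brpf1 was at 0.0127, Mag at -1.38 and Sv2b at -0.11, and the medians were 0.0119 for C1q-like genes, -0.0367 for CA1 pyramidal markers and 0.0232 for genes that collect ribosomal RNA reads. With the block and without that pair Brpf1 was at 0.0577, Mag at -1.92, Syt4 at 0.26 and Pnoc at 0.00848. With DESeq2 and without it Brpf1 was at 0.0312, Mag at -1.37 and Sv2b at -0.0985. With limma-voom and without it they were Brpf1 at 0.0522, Mag at -2.12, Syt4 at 0.23 and Pnoc at 0.32. Without the length trend Sv2b was at -0.00816 in neurons, and in CA1 the medians were -0.000834 for monoamine signalling, -0.00983 for the postsynaptic density and -0.0138 for presynaptic release.

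Leaving out 1 library at a time changed the sign of the following values, each given from its lowest to its highest. In neurons each such fit leaves a library of the same number unmatched, so its values also hold the spread between replicate numbers. Among neuron genes Brpf1 ran from -0.37 (without shBrpf1 2) to 0.25 (without scramble 2). Without shBrpf1 3 and without scramble 3 lie the ends for C1ql1 (-2.29 to 0.14), Gpr17 (-7.55 to 2.66), Mag (-2.58 to 1.21), Zfp488 (-3.63 to 1.55) and Gapdh (-0.63 to 0.42). The ends for Cck (-0.21 to 1.24), Pnoc (-1.44 to 1.39) and Fgf14 (-0.0886 to 0.80) are those without shBrpf1 1 and without scramble 1, and those for Syt4 (-0.65 to 0.80) and Cacnb2 (-0.20 to 0.79) those without scramble 2 and without scramble 1. Sv2b ran from -0.50 (without scramble 2) to 0.46 (without shBrpf1 2) and Htr2c from -1.77 (without shBrpf1 3) to 0.0601 (without shBrpf1 2).

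Among neuron lists, those without scramble 2 and without scramble 1 are the ends for sodium and calcium channels (-0.17 to 0.54), the postsynaptic density (-0.0560 to 0.40), GABA and glycine receptors (-0.13 to 0.53), hypoxia and glycolysis (-0.65 to 0.0215), C1q-like genes (-0.38 to 0.23), CA1 pyramidal markers (-0.26 to 0.49) and the study's terms for higher genes (-0.48 to 1.02). Those without scramble 2 and without shBrpf1 2 are the ends for potassium channels (-0.21 to 0.45), presynaptic release (-0.31 to 0.49), pan-neuronal genes (-0.0864 to 0.53) and glutamate receptors (-0.20 to 0.41). Antigen presentation (-1.05 to 0.0760) and microglia (-0.57 to 0.48) ran from without scramble 3 to without scramble 2, and complement and synapse elimination (-0.35 to 0.37) from without shBrpf1 2 to without scramble 2. The highest value was that without shBrpf1 1 for astrocytes (-0.47, without shBrpf1 3, to 0.0549), oligodendrocytes (-0.81, without scramble 2, to 0.0364) and progenitors (-0.85, without scramble 1, to 0.35).

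Among CA1 lists, monoamine signalling ran from -0.0811 (without shBrpf1 3) to 0.14 (without scramble 1), presynaptic release from -0.0195 (without scramble 1) to 0.21 (without shBrpf1 2) and complement and synapse elimination from -0.0419 (without shBrpf1 2) to 0.40 (without shBrpf1 3). Immediate early genes ran from -0.12 (without scramble 2) to 0.62 (without shBrpf1 2), microglia from -0.0918 (without scramble 3) to 0.27 (without scramble 1) and the choroid plexus from -2.996 (without shBrpf1 2) to 0.42 (without shBrpf1 1).

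In simulated counts with the depth and spread of these libraries, 98.4% of genes changed by 3 on the log2 scale were recovered at the paper's threshold in neurons and 100% in CA1, and 71.0% and 97.0% at an adjusted p under 0.05. Simulated genes without a change passed the threshold in 401 and 206 cases, more than all calls in the real libraries, so these shares hold for simulated counts alone. Genes under the count minimum were not tested, and genes of chromosomes 13 and Y have no value in CA1.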

Differences from the paper's values

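The paper gives 218 genes as higher and 402 as lower in neurons, against 8 and 1 here at the same threshold. None of the 13 alternatives set before the data were examined came within 1.5 times of either count, and they gave 0 to 38 higher and 0 to 62 lower genes. In a grid of settings run after seeing the values, 2 of 104 did for both counts, which were edgeR's likelihood ratio test with the replicate block and no filter on the first 2 pairs of libraries (248 and 440) and on all 6 (203 and 284). Of the 15 genes at the threshold in the paper's Table S2 these drop 0 and 8. In CA1 the paper gives 99 genes as higher and 74 as lower, against 53 and 22 here. Without a filter the counts were 85 and 66, and without shBrpf1 replicate 3 the count of higher genes was 137, and of the 13 alternatives these alone did not differ. In the same grid, also run after seeing the values, 6 of 52 CA1 settings came within 1.5 times of both counts. Without a filter these were edgeR's quasi-likelihood test (85 and 66), its exact test (135 and 83), limma-trend (137 and 89), and limma-voom with a spread per gene without the replicate block (90 and 77) and with it (91 and 72). On genes with a CPM above 0.5 in 2 libraries it was the likelihood ratio test with the block (119 and 55). Of the 76 genes at the threshold in the paper's Table S4 these drop 30, 15, 3, 46, 54 and 1, in that order.

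The log2 fold changes below marked as the paper's are from its Tables S2 and S4. A fit is called within the error where its value has the paper's sign and lies within 1 standard error of the paper's. That bound is narrow, so a value outside it may still differ by no more than sampling error. Those of Table S2 match limma-voom of neuron replicates 1 and 2 (root mean square difference 1.39e-06, and 0.294 for all 6 libraries), while the values here are from all 6, so in neurons the sets of samples compared are not the same. C1ql1 is -2.33 in the paper's table and -0.54 here, within the error in limma-voom and without shBrpf1 replicate 3 and in none of the other 11 alternatives. Gpr17 is -4.76 in the paper's table and -0.14 here, within the error in limma-voom alone. Mag is -2.12 in the paper's table and 0.0207 here, and Zfp488 -2.79 in the paper's table and -0.19 here, both within the error in limma-voom and without shBrpf1 replicate 3 alone. Calml4 in CA1 is -2.58 in the paper's table and -1.15 here. It fell within the error in 7 of 13 alternatives, which were DESeq2's Wald test, limma-voom, no filter, the replicate block, the joint fit and the fits without scramble replicates 2 or 3. It did not with DESeq2's size factors, the stricter filter, or without scramble replicate 1 or any of the shBrpf1 replicates.

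The paper states, from RT-qPCR, that Brpf1 mRNA was lower in shBrpf1 neurons and CA1 tissue. In the sequenced libraries, another assay, it was at -0.06 and -0.38, and neither passed the threshold. The paper states that C1ql1 and Gpr17 were lower in neurons, both by sequencing and by RT-qPCR, and the latter was not analysed here. In the sequenced libraries neither passed. Gpr17 did without shBrpf1 replicate 3 (-7.55), a fit that leaves scramble replicate 3 unmatched. The paper lists Syt4, Pnoc and Htr2c among higher genes, and here they were at -0.20, -0.46 and -0.42. Efna1, which the paper took up for RT-qPCR, missed the threshold at -1.47 and passed it with the replicate block (-1.53) and without scramble replicate 3 (-1.87) or shBrpf1 replicate 2 (-2.23). In CA1 the paper states that Grin2a was higher, also by RT-qPCR, and in the sequenced libraries here it had 1.28 and passed in no setting. Grin2b and Kcnh7, which the paper chose from its called genes, had 1.47 and 1.68, and passed without shBrpf1 replicate 3 (1.95) and without scramble replicate 2 (3.04). Htr1d and Glra1, which the paper states were lower, also by RT-qPCR, are under the count minimum here, as are Syce1, Brs3, Gpr139 and Syce1l. Without a filter Htr1d (-2.07), Syce1 (-4.34) and Brs3 (-4.81) passed, and Glra1 (-2.11), Gpr139 (-0.03) and Syce1l (-0.90) did not. Calml4 passed without shBrpf1 replicate 2 (-3.61). Cxcl10, Cst7 and Uncx were called here in the direction of the paper's table. The paper places chemical synaptic transmission among the terms of the CA1 genes it called lower. The lists here hold synapse genes whether called or not, so they are another measure on another set of genes. In them 23 of 32 genes of the postsynaptic density and 22 of 33 of presynaptic release were higher, with medians of 0.14 and 0.07. Once each library's trend with length was removed, a setting chosen after seeing the values, these medians were -0.00983 and -0.0138. Cacng5 was lower at the threshold.

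Alternatives chosen after seeing the values came closer in neurons. With the third pair of libraries left out, C1ql1 was at -1.60 in edgeR, -2.18 with the replicate block, where it passed the threshold, -1.58 in DESeq2 and -2.33 in limma-voom on genes with a CPM above 0.5 in 2 libraries. Gpr17 was at -4.74, -4.42, -4.75 and -4.76 in the same fits and passed in the first 3, and Efna1 passed with the block (-1.57), as it did in DESeq2 with the block and all libraries (-1.53). Mag was at -1.38, -1.92, -1.37 and -2.12 and Zfp488 at -1.88, -2.42, -1.87 and -2.79, and neither passed. With all libraries limma-voom on those genes gave -1.76 for C1ql1, -3.94 for Gpr17, -1.39 for Mag and -1.95 for Zfp488, and DESeq2 with the block -1.48, -2.79, -1.12 and -1.55. For Calml4 in CA1 these 2 settings gave -2.58 and -2.44. The copies of the paper's Tables S2 and S4 examined are sorted by p. Their rows run to the tables' own p of 0.328 and 0.161, past the paper's threshold of p. Genes at the threshold would therefore lie within the rows held, unless rows were left out of the copies. The paper's text gives 218 higher and 402 lower genes in neurons and 99 and 74 in CA1. The copies hold 15 genes at the paper's threshold in neurons (2 higher and 13 lower) and 76 in CA1 (46 higher and 30 lower). Of these the fits without the third pair drop 8, 2, 1 and 0, in the order above, limma-voom on those genes with all libraries drops 14 in neurons and 0 in CA1, and DESeq2 with the block drops 12 and 42.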

Other observations

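The test of which samples Table S2 holds was chosen only after the values were seen.

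In neurons, genes of cholesterol synthesis and uptake were higher in 20 of 22 cases (median log2 fold change 0.24, camera, adjusted p = 5.70e-06). The list did not pass without scramble replicate 1 (0.16) or shBrpf1 replicate 1 (0.01), and was at 0.43 without shBrpf1 replicate 3. Of 20 genes of hypoxia and glycolysis 18 were lower (median -0.30, adjusted p = 0.000278), with the growth factor Vegfa at -0.96 (standard error 0.50) and the glucose transporter Slc2a1 at -0.60 (standard error 0.41). Its median was 0.02 without scramble replicate 1, 0.02 without shBrpf1 replicate 2, -0.08 without scramble replicate 3, where it did not pass, -0.65 without scramble replicate 2 and -0.54 without shBrpf1 replicate 3. Vegfa passed the paper's threshold without scramble replicate 3 (-1.27) and Slc2a1 without shBrpf1 replicate 2 (-1.05). Of 14 genes of antigen presentation 13 were lower (median -0.45, adjusted p = 0.00169), with H2-T23, a class I molecule, at -1.09 (standard error 0.65) and at -1.76 without shBrpf1 replicate 2, where it passed. That list did not pass without scramble replicate 1 (-0.41), shBrpf1 replicate 1 (-0.27) or shBrpf1 replicate 3 (-0.01). Its median was 0.08 without scramble replicate 2, and -1.05 without scramble replicate 3 or shBrpf1 replicate 2. Of 6 genes that collect reads of ribosomal RNA 5 were lower (median -0.94, adjusted p = 0.000493), by -0.18, 0.21 and -2.40 in the 3 pairs. They did not pass with the replicate block (adjusted p = 0.0742) or without shBrpf1 replicate 3 (-0.41), and were at -0.60 without scramble replicate 3. The adjusted p of all 4 lists was 0.784 with an estimated correlation, and 0 members passed when adjusted over the list alone or over all genes.

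The effect of shBrpf1 was not found to differ between neurons and CA1 in any of 17254 genes (edgeR interaction, 0 at an adjusted p under 0.05 and 58 at an unadjusted p under 0.05, and 0 and 74 with DESeq2). These include genes of chromosomes 13 and Y, which have no value in CA1. Among the 16709 genes left without them, 0 had an adjusted p under 0.05 in edgeR. No gene passed the paper's threshold in the same direction in both experiments, out of 6 and 30 higher and 1 and 13 lower among 15038 genes tested in both. Unrelated calls would share 0.0120 higher and 0.000864 lower genes, so a count of 0 cannot tell whether the effects are alike. Without a filter 2 lower genes were shared, H2-Bl and Prdm12 (Fisher's exact test, p = 0.0041), and with the replicate block 1, Eomes (p = 0.0235). These 3 were chosen for mention after their values were seen. Log2 fold changes of the 2 experiments correlated at 0.0972 across genes.

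Splits of 6 libraries into 3 and 3 number 10, too few for a share under 0.05. In neurons the real split had 0 genes at an adjusted p under 0.05 (10 of 10 splits as large, highest other 48), 8 higher (8 of 10, highest other 1089), 1 lower (10 of 10, highest other 1089) and 19 lists (4 of 10, highest other 28). Splits that keep 2 pairs of the same number together called 228 to 1492 genes at the paper's threshold, which points to a structure of the samples by replicate number, while the 3 other splits that part all pairs called 3, 2 and 0 higher and 8, 3 and 6 lower genes and 10, 12 and 18 lists. In CA1 the real split had 0 genes at an adjusted p under 0.05 (10 of 10, highest other 736), 53 higher (9 of 10, highest other 489) and 22 lower (10 of 10, highest other 489) genes and 20 lists (5 of 10, highest other 23). A split of CA1 that calls 736 genes also points to a structure of the samples. Over splits of both experiments the real counts of 0 shared genes and 0 genes of the interaction are reached by any split (100 of 100 and 100 of 100, highest others 187 and 462), so these splits say nothing about chance.

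In the rows examined, the log2 fold changes of Table S2 match a fit of neuron replicates 1 and 2 and not one of all 6 libraries. The copy examined holds its first 1997 of 16091 genes, sorted by p and running to the table's own p of 0.328. Its log2 fold changes differ by a root mean square of 1.39e-06 from limma-voom of replicates 1 and 2. That fit used genes with a CPM above 0.5 in at least 2 libraries. Against the same fit of all 6 libraries the difference is 0.294, which argues against that reading. Table S4, in the same test, matches all 6 CA1 libraries, by 1.27e-06. No biological explanation was tested.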
